# Regulation of xylose metabolism in recombinant *Saccharomyces cerevisiae*

**DOI:** 10.1186/1475-2859-7-18

**Published:** 2008-06-04

**Authors:** Laura Salusjärvi, Matti Kankainen, Rabah Soliymani, Juha-Pekka Pitkänen, Merja Penttilä, Laura Ruohonen

## Abstract

**Background:**

Considerable interest in the bioconversion of lignocellulosic biomass into ethanol has led to metabolic engineering of *Saccharomyces cerevisiae *for fermentation of xylose. In the present study, the transcriptome and proteome of recombinant, xylose-utilising *S. cerevisiae *grown in aerobic batch cultures on xylose were compared with those of glucose-grown cells both in glucose repressed and derepressed states. The aim was to study at the genome-wide level how signalling and carbon catabolite repression differ in cells grown on either glucose or xylose. The more detailed knowledge whether xylose is sensed as a fermentable carbon source, capable of catabolite repression like glucose, or is rather recognised as a non-fermentable carbon source is important for further engineering this yeast for more efficient anaerobic fermentation of xylose.

**Results:**

Genes encoding respiratory proteins, proteins of the tricarboxylic acid and glyoxylate cycles, and gluconeogenesis were only partially repressed by xylose, similar to the genes encoding their transcriptional regulators *HAP4*, *CAT8 *and *SIP1-2 *and *4*. Several genes that are repressed via the Snf1p/Mig1p-pathway during growth on glucose had higher expression in the cells grown on xylose than in the glucose repressed cells but lower than in the glucose derepressed cells. The observed expression profiles of the transcription repressor *RGT1 *and its target genes *HXT2-3*, encoding hexose transporters suggested that extracellular xylose was sensed by the glucose sensors Rgt2p and Snf3p. Proteome analyses revealed distinct patterns in phosphorylation of hexokinase 2, glucokinase and enolase isoenzymes in the xylose- and glucose-grown cells.

**Conclusion:**

The results indicate that the metabolism of yeast growing on xylose corresponds neither to that of fully glucose repressed cells nor that of derepressed cells. This may be one of the major reasons for the suboptimal fermentation of xylose by recombinant *S. cerevisiae *strains. Phosphorylation of different isoforms of glycolytic enzymes suggests that regulation of glycolysis also occurred at a post-translational level, supporting prior findings.

## Introduction

On hexose sugars, the yeast *Saccharomyces cerevisiae *has an exceptional capacity for rapid anaerobic growth and fermentation of sugar to carbon dioxide and ethanol. However, *S. cerevisiae *exhibits only negligible metabolism of xylose even under aerobic conditions [1,2]. The interest in production of fuel ethanol from renewable plant material, often rich in pentose sugars such as xylose, has encouraged extensive metabolic engineering of *S. cerevisiae *for xylose metabolism [3,4].

Recombinant xylose-utilising *S. cerevisiae *strains have been constructed by introducing xylose reductase (XR; preferring NADPH over NADH) and xylitol dehydrogenase (XDH; strictly NAD^+ ^specific) encoding genes from the xylose-fermenting yeast *Pichia stipitis*, and additionally overexpressing the endogenous xylulokinase encoding gene (*XKS1*) [5-8]. This oxidoreductive xylose pathway has enabled xylose fermentation by *S. cerevisiae *[7,8] but with significantly lower rates compared with glucose fermentation. The different cofactor specificities of XR and XDH disturb the cellular redox cofactor balance during xylose metabolism, particularly under anaerobic conditions. Recently, an evolutionarily engineered strain with xylose isomerase from the anaerobic fungus *Piromyces *sp. E2 was shown to have improved anaerobic growth and fermentation on xylose compared with *S. cerevisiae *strains expressing the oxidoreductive pathway [9-11]. However, even this strain utilised glucose and xylose sequentially, with preference for glucose, and the anaerobic specific growth rate remained lower on xylose than on glucose [11]. It thus seems that the rate of xylose metabolism in engineered *S. cerevisiae *is not solely restricted by problems in the balance of redox cofactors. Uptake of xylose [12] and the low capacity of the pentose phosphate pathway (PPP) in *S. cerevisiae *have been identified as plausible limitations of xylose metabolism in this yeast [5,13].

The overall metabolism and changes generated by mutagenesis in xylose-metabolising recombinant *S. cerevisiae *strains have been analysed by transcriptional, proteome and metabolic flux analyses [14-20]. A moderate increase in transcript levels of some of the genes encoding enzymes of the PPP, as well as in the flux through the pathway was observed in cells metabolising xylose [14,16,18]. Additionally, expression of several genes encoding redox-related enzymes was enhanced [18,21]. Starvation-related but not general stress-related responses were activated during growth on xylose, and furthermore, metabolism on xylose seemed neither fully fermentative nor fully respiratory [21]. Importantly, anaerobic growth on xylose was suggested to be limited by the rate of ATP production [18]. Jin *et al*. compared the transcription of xylose-metabolising *S. cerevisiae *growing on xylose alone or on glucose alone in shake flask batch cultures under aerobic and oxygen-limited conditions [17]. They observed up-regulation of genes encoding activities of the tricarboxylic acid (TCA) cycle and gluconeogenesis, and of respiratory genes under oxygen limitation in cells grown on xylose compared with glucose repressed cells.

Most studies of xylose metabolism in the recombinant *S. cerevisiae *have focused on assessing the reasons behind its inability to grow on or to ferment efficiently this pentose sugar under anaerobic conditions. However, the effect of xylose on the dominant regulatory circuit of carbon metabolism, *i.e*. glucose repression, has so far been largely overlooked. Unravelling how xylose affects regulation of metabolism, *i.e*. is xylose sensed as a fermentable carbon source and capable of catabolite repression like glucose, or is it rather sensed as a non-fermentable carbon source, is highly important in achieving understanding for engineering this yeast for efficient anaerobic fermentation of xylose. Thus, our aim was to determine how signalling and carbon catabolite repression differ in cells growing on either glucose or xylose. We carried out batch fermentations on these sugars under fully aerobic conditions to avoid the effect of oxygen limitation on the redox balance in cells grown on xylose. In previous transcriptome and proteome studies the metabolism on xylose was compared only with either glucose repressed [17] or derepressed cells [21], whereas comparison of xylose-grown cells with both glucose repressed and derepressed cells in the present study enabled responses solely due to the absence of glucose repression to be distinguished from those directly linked to the metabolism of xylose. The data reveal novel information on transcript and protein levels of xylose-metabolising cells indicating that they have both fermentative and respirative features. Importantly, although xylose was able to repress many of the glucose-repressible genes, repression was only partial compared with the glucose-grown and fully repressed cells. Additionally, signalling in the Snf1p/Mig1p glucose repression and Snf3p/Rgt2p-Rgt1p glucose induction pathways appeared different from that in the glucose-grown cells.

## Materials and methods

### Strains

Genetically modified *S. cerevisiae *strain VTT-C-99318 (CEN.PK2-1D *ura3*::*XYL1 XYL2 his3*::*XKS1 kanMX*) [22] was derived from CEN.PK2-1D (*MATα*, *leu2*-3/112, *ura3-52*, *trp1-289*, *his3Δ1*, *MAL2-8*^c^, *SUC*2) [23] and contains the genes *XYL1 *and *XYL2 *of *P. stipitis *encoding xylose reductase and xylitol dehydrogenase, respectively, integrated into the *URA3 *locus. *XYL1 *is expressed under a *PGK1 *promoter and *XYL2 *under a modified *ADH1 *promoter [24]. In addition, the strain contains an additional copy of the endogenous xylulokinase encoding gene of *S. cerevisiae *with the modified *ADH1 *promoter [24] and integrated into the *HIS3 *locus. The integration of *XYL1 *and *XYL2 *was described by Toivari *et al*., and that of *XKS1 *by Richard *et al*. [8,25].

### Aerobic batch fermentations

VTT-C-99318 was grown at 30°C in 1.8-litre bioreactors (Chemap CMF Bioreactor, Chemap AG, Volketswil, Switzerland) with a working volume of 1.5 litres. The pH was kept at 5.5 by automatic addition of 2 M KOH, and the stirrer speed at 500 rpm. Mass flow controllers (Bronkhorst High-Tech B.V, Ruurlo, Netherlands) regulated the total gas flow at 0.5 standard litres per minute (SLPM). The composition of the fermentor off-gas was analysed using a QMG 421C quadrupole mass spectrometer (Balzers Pfeiffer Scandinavia AB, Sweden) as described previously [14]. The medium was synthetic complete (SC) (modified from Sherman, 1983) [26]) supplemented with 0.5 ml silicone antifoam l^-1 ^(AnalaR BDH, UK) and 50 g l^-1 ^xylose or 50 g l^-1^glucose. Triplicate cultures (F0, F1, and F2) were carried out on both carbon sources. Cultures were started with an initial OD_600 _of 1 to 1.5 from pre-cultures grown for 20 h at 30°C on SC with 30 g/L glucose.

The 25 ml samples for transcriptome and proteome analyses were harvested by centrifugation (2 min, 5000 g) after 5 h and 24 h growth for glucose cultures and after 72 h growth for xylose cultures and frozen in liquid nitrogen. Cell growth was measured as OD_600 _and cell dry mass as described previously [14]. Extracellular concentrations of glucose, xylose, xylitol, ethanol, acetate and glycerol were analysed by high-performance liquid chromatography as described previously [14].

Samples from the F2 cultivations on each carbon source were hybridised three times on Affymetrix Yeast Genome S98 arrays (hybridisations denoted as H2.1, H2.2 and H2.3; see [Additional files 1 and 2]) and the samples from the cultivations F0 and F1 once (hybridisations denoted as H0 and H1, respectively; see [Additional files 1 and 2]). Proteome analyses were carried out with samples taken at the same time points as the samples for the transcriptome analyses.

### Affymetrix hybridisations, data acquisition and analysis

Affymetrix hybridisations and analyses were carried out according to the protocols provided by Affymetrix, Inc. Double-stranded cDNA was synthesised from 5 μg total RNA. An *in vitro *transcription (IVT) reaction was then carried out to produce biotin-labelled cRNA from the cDNA. The cRNA was fragmented and hybridised to a Test3 array for quality control and then to the Yeast Genome S98 array for 16 h at 45°C. The arrays were washed and stained with streptavidin-phycoerythrin in an Affymetrix Fluidics Station 400 and scanned (Agilent G2500A GeneArray Scanner). The data were extracted with Affymetrix MicroArray Suite 5.0 software.

Array data were pre-processed using the Robust Multichip Average (RMA) [27,28] implemented in the Bioconductor (version 1.5.0) [29] extension to the R software environment for statistical computing and graphics (version 2.0.1). The RMA-method computes log_2 _scale expression values from cell intensity files using the RMA model of probe-specific correction of perfect match (PM) probes and quantile normalisation [28]. A visual inspection of the scatter plots of the RMA pre-processed expression values, and the Pearson correlations between the replicate arrays did not indicate outlying arrays [Additional files 3, 4, 5].

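Cultures of the same state differed from each other far more than repeated hybridisations of the same sample did. The xylose-grown cultures were the most alike, with an SD between cultures of 0.347 on the log2 scale, against 0.472 for glucose repressed and 0.461 for glucose derepressed cells (root mean square over 5877 probe sets, n = 3 cultures). Between the 3 hybridisations of the samples of fermentation 2 the SD was 0.165 in Glc5h, 0.169 in Glc24h and 0.165 in Xyl72h. In a principal component analysis the first component carried 56.9% of the variance and set the Glc5h cultures, at -64.11 to -36.37, apart from the Glc24h cultures, at 25.54 to 36.97, and the xylose cultures, at 10.54 to 23.12. The second component, with 14.5% of the variance, set the xylose cultures, at 18.28 to 27.57, apart from the Glc24h cultures, at -33.64 to -10.74. The signal ratio of the 3' to the 5' probe set of the actin gene was 10.28 on the Glc24h array of the fermentation numbered 1, where the Glc5h arrays had 1.86 to 2.29 and the xylose arrays 1.88 to 2.77. For the TATA-binding protein gene (YER148w) the same ratio was 2.97 to 3.68 over the Glc24h arrays.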

After the pre-processing, TIGR MultiExperiment Viewer (version 3.1) was used to analyse the expression values [30]. The replicate values were averaged and genes which were differentially expressed between the glucose repressed and derepressed samples and the xylose samples were detected using one-way ANOVA at a *p*-value 0.01 based on 1000 permutation tests [31]. The expression values of significantly expressed genes (1439) were then mean centred, the biological replicate arrays were averaged and the values clustered using K-means with Euclidean distance [32]. Clustering was performed several times with varying parameters and the most optimal result was obtained with 13 clusters. Since the 13 clusters had 8 distinct expression profiles, and furthermore, as combining the clusters with similar expression profiles lowered the *p*-values of best gene ontology (GO) classes [33], the clusters were manually reorganised into 8 clusters.

### Two-dimensional gel electrophoresis of the proteome

5–10 mg dry mass of cells was suspended in 150 μl of 10% (v/v) trichloroacetic acid (TCA, Merck, USA) in a 1.5 ml microcentrifuge tube. 500 μl glass beads (0.5 mm diameter; Biospec Products, USA) were added and the tubes shaken in a MiniBeadbeater 8 (Biospec Products) at homogenisation speed three times for 30 seconds. The tubes were cooled on ice between each homogenisation step. The supernatants were collected and proteins were precipitated by adding 600 μl of -20°C acetone and incubating 30 min on ice. Precipitated proteins were collected by centrifugation for 30 min, 13 000 rpm, at 4°C, rinsed once with 600 μl of -20°C acetone, and re-suspended in 450 μl of 7 M urea (Promega, USA), 2 M thiourea (Fluka, USA), 4% (w/v) CHAPS (Fluka), 1% (w/v) Pharmalytes 3–10 (Pharmacia, Sweden) and 1% (w/v) DTT (Sigma) by gently shaking for 20 min at room temperature. Supernatants were collected by centrifugation for 5 min, 13 000 rpm. The protein concentration of the supernatants was determined by the Non-Interfering Protein Assay (Geno Technology, Inc., USA) and the samples were stored at -70°C prior to isoelectric focusing.

The isoelectric focusing and the second dimension on 11% (w/v) SDS-PAGE were carried out as described earlier [15]. After electrophoresis the gels were fixed for 1.5 h in 30% (v/v) ethanol and 0.5% (v/v) acetic acid, and stained either only with Sypro Ruby (Molecular Probes, USA) or with phosphoprotein-specific Pro-Q Diamond (Molecular Probes) followed by Sypro Ruby, according to instructions of the manufacturer. The stained gels were scanned with a resolution of 100 microns on a Typhoon instrument (GE Healthcare, USA). The gel images were analysed using the PDQuest software (Bio-Rad, USA). The gel patterns from different gels were automatically matched with some additional manual editing, and the quantities of matching spots in different gels were compared. For each condition, average spot quantities were calculated from two to four gels of each sample taken from each of the triplicate glucose and xylose cultivations. The quantification of the resolved proteins was normalised to the total optical density in each gel image. The data from 2-DE (two-dimensional electrophoresis) gels were analysed using the TIGR MultiExperiment Viewer (version 3.1) [30]. Proteins which had different abundance in glucose compared with xylose cultures were identified using the one-way ANOVA at a p-value of 0.01 [31]. The 220 protein-spot intensity values obtained were mean centred, the spots from replicate gels averaged, and the signal intensity values for identified protein spots (in total 70) were clustered using hierarchical clustering with Euclidean distance and average linkage [34].

The degree of phosphorylation was calculated by dividing the Pro-Q Diamond signal of a protein spot with the total protein amount of the spot determined by the Sypro Ruby signal. The averages and standard errors of the mean (SEM) were calculated from six replicate gels (2 replicate gels per sample from each of the three fermentations).

### Protein identification by mass spectrometry and proteome data analysis

Excised gel spots were destained in a freshly prepared solution of 30 mM potassium ferricyanide and 100 mM sodium thiosulfate (1:1) and then dehydrated in acetonitrile (ACN). For protein alkylation, the dried gel pieces were incubated in 5 mM tris (2-carboxyethyl) phosphine and 55 mM iodoacetamide (Sigma, USA) in dark at room temperature for 1 h, followed by washing with 100 mM ammonium hydrogen carbonate (NH_4_HCO_3_) and dehydration with ACN. The gel pieces were rehydrated in 10 to 15 μl 10 mM NH_4_HCO_3_, 10% (v/v) ACN containing 0.01 μg/μl sequencing grade trypsin (Promega, USA), and digested overnight at 37°C. To elute the tryptic peptides from the gel, the pieces were incubated twice in 150 μl 66% ACN (v/v) and 0.1% (v/v) trifluoroacetic acid (TFA; Fluka) for 30 min at 37°C. The peptide eluents were dried to a minimal amount of liquid in a SpeedVac, and suspended in 5 μl of 0.1% (v/v) TFA.

For co-crystallisation of peptides with the matrix, an aliquot of the peptide solution was mixed with a saturated matrix solution in a ratio of 1:10, and 1 to 2 μl was dispensed on a MALDI target and let to dry at room temperature. The matrix solution used was prepared by dissolving 17 mg α-cyano-4-hydroxycinnamic acid (Sigma) in 1 ml of 33% (v/v) ACN and 0.1% (v/v) TFA.

MALDI-TOF analyses were carried out with Autoflex (Bruker Daltonics, Bremen, Germany), equipped with a nitrogen pulsed laser (337 nm), operated in positive mode. Typically, mass spectra were acquired by accumulating spectra of 400 laser shots. External calibration was performed for molecular assignments using a peptide calibration standard (Bruker Daltonik GmbH, Leipzig, Germany).

Protein identifications were performed by searching the peptide masses against the National Center for Biotechnology Information (NCBI) non-redundant database using Prowl's ProFound – Peptide Mapping (Rockefeller University) [35], Protein Prospector ms-fit (University of California, San Francisco) [36] and Matrix Science's Mascot – Peptide Mass Fingerprint (Matrix Science Ltd, UK) [37]. Protein identifications by peptide mass fingerprinting were further evaluated by comparing the calculated and observed molecular masses and pI-values, as well as the number of peptides matched and the percentage of sequence coverage.

## Results

### Experimental design and data analysis of the transcriptome and proteome

Three aerobic batch fermentations were carried out both on 50 g l^-1 ^glucose and on 50 g l^-1 ^xylose to compare the yeast transcriptome and proteome of cells growing on xylose with that of glucose repressed and glucose derepressed cells. Samples of the xylose-grown cells were harvested at 72 h from the start of the xylose cultures with 32 ± 1 g l^-1 ^of residual xylose present. Samples of the glucose repressed cells were harvested at 5 h from the start of the glucose cultures with 37 ± 2 g l^-1 ^of residual glucose present. Samples of the glucose derepressed cells were harvested at 24 h from the start of the glucose cultures containing no glucose but 13 ± 1 g l^-1 ^of accumulated ethanol.

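Genome-wide transcript levels were measured on 15 single-colour Affymetrix Yeast Genome S98 arrays, 5 for each state. Each state was sampled from 3 fermentations, numbered 0, 1 and 2, with 1 array for each of the first pair and 3 hybridisations for the sample of fermentation 2, which were averaged on the log2 scale so that n = 3 cultures throughout. The glucose cultures started from 50 g l-1 glucose and were sampled at 5 h and again at 24 h, and the xylose cultures started from 50 g l-1 xylose and were sampled at 72 h. A glucose and a xylose culture that share a number are separate cultures, and a fit with the fermentations as blocks uses this number. The labels of the arrays also carry a treatment time, which reads 24 h for the xylose sample of fermentation 0 and 5 h for the xylose and the 24 h glucose samples of fermentations 1 and 2, while their titles give the times of the paper, and the paper's times are used here. The values the authors deposited are linear signal intensities, scaled on every array to a 2% trimmed mean of 50. For the values given beside the conclusions, each array was scaled to the same 75th percentile (51.08), signals under 16 were set to 16, and the log2 signals of 5877 probe sets were compared between the 3 states with limma's moderated tests, with p-values adjusted by Benjamini and Hochberg's method. A signal is given as mean ± SD over the 3 cultures. Where all cultures of a state lie at the floor of 16, only a lower bound of the fold difference is given. Such comparisons were 185 of the calls for Xyl72h against Glc5h, 27 for Xyl72h against Glc24h and 288 for Glc24h against Glc5h. The floor sets the spread within such a state to 0, which can make the p-value too small. The signals under 16 before this step made up 52.3% of all values, so genes with weak signals could not be followed.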

The volumetric consumption and production profiles of xylose, glucose, biomass, xylitol and ethanol (g l^-1^) of the cultures are shown in Figure 1. In addition, some acetate and glycerol (less than 2 g l^-1 ^each) were produced in the glucose cultures, and less than 4 g l^-1^acetate, 3 g l^-1 ^glycerol and 2 g l^-1 ^ethanol were measured in the xylose cultures. The doubling time of the cells in the xylose cultures was 28 ± 2 h (during 5 to 72 h), and in the glucose cultures 1.8 ± 0.1 h (during 2 to 5 h) and 73 ± 3 h (during 24 to 53 h).

**Figure 1:**
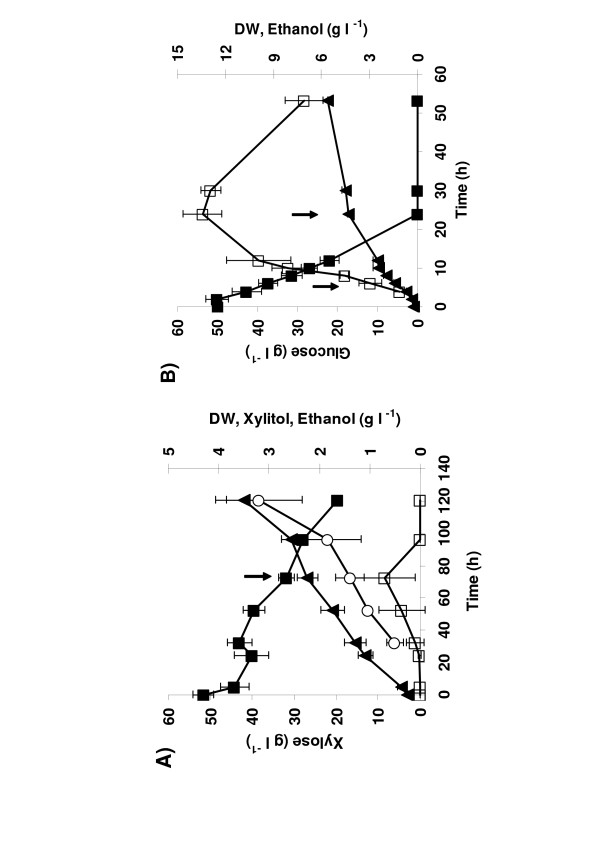
**Recombinant xylose-metabolising *S. cerevisiae *in aerobic batch cultures on xylose (A) and glucose (B) showing concentrations (g l^-1^) of A) xylose (■), cellular dry weight; DW (▲), ethanol (□) and xylitol (○) and B) glucose (■), cellular dry weight; DW (▲), and ethanol (□). **Cultures were maintained at pH 5.5, 30°C, 500 rpm, 0.33 volume air [volume culture]^-1 ^min^-1^. Data represent the average and standard deviation of three separate batch cultures on each carbon source. The arrows indicate times at which samples were taken for transcriptome and proteome analyses.

The 1439 genes, which were expressed differently (based on ANOVA at a p-value 0.01) between the glucose repressed (Glc5h), glucose derepressed (Glc24h) and xylose (Xyl72h) samples were organised into eight separate clusters with distinct expression profiles shown in Figure 2. 

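Among 5877 tested probe sets, 1731 differed between the 3 states at an unadjusted p under 0.01 in limma's F-test, and 2017 at an adjusted p under 0.05. Most of the change lay between repressed and derepressed glucose cells, where 845 probe sets were higher and 1124 lower at 24 h. Xylose-grown cells had 686 probe sets higher and 822 lower than glucose repressed cells, and 198 higher and 133 lower than glucose derepressed cells. Raised against both glucose states were 95 probe sets, among them DAK2 (YFL053W), a dihydroxyacetone kinase gene with signals of 16 in all 3 cultures in Glc5h, 16.0 ± 0.0662 in Glc24h and 600.4 ± 153 in Xyl72h (SD, n = 3 cultures), a difference from Glc24h of at least log2 5.19 (adjusted p = 2.5e-05). Another was YMR315W, an NADPH-dependent oxidoreductase gene (log2 1.94 over Glc5h, adjusted p = 0.00189, and 2.49 over Glc24h, adjusted p = 0.00264). Below both glucose states were 20 probe sets, all of single genes, such as that of URA1 (YKL216W), dihydroorotate dehydrogenase of pyrimidine synthesis, at 674 ± 236, 145 ± 54.9 and 63.1 ± 15.9. Independent lists would share 23.1 and 18.6 probe sets, the second close to the 20 found, and the xylose cultures enter both comparisons. Simulated unchanged states shared 0, which is no baseline for states that differ, since at most 1 probe set was called there in any comparison. The number raised against both was 34, 39 and 51 without the xylose cultures 1, 0 and 2, 57 and 51 without the Glc24h cultures 1 and 2 and 60 without Glc5h culture 0, and the number below both was 6, 7 and 10 without the xylose cultures 1, 2 and 0 and 12 without either Glc24h culture 0 or 1.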

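The direction of the changes depends in part on how the arrays are scaled. Of the probe sets that differed, 45.5% were higher in Xyl72h than in Glc5h, 59.8% higher in Xyl72h than in Glc24h and 42.9% higher in Glc24h than in Glc5h. With arrays scaled on 4 reference genes these shares were 77.8%, 41.8% and 74.4%, and that scaling shifted the median of all genes by 0.157 (Xyl72h minus Glc5h) and 0.256 (Glc24h minus Glc5h) on the log2 scale. Without the 75th percentile scaling the shares were 48.9%, 39.3% and 54.9%. The 5 reference genes (listed as not expected to change) had median log2 differences of -0.26 from Glc5h to Xyl72h, 0.40 from Glc24h to Xyl72h and -0.66 from Glc5h to Glc24h, and none passed the test in limma (at an unadjusted p under 0.05, 2 were lower on xylose than in Glc5h, 2 lower in Glc24h than in Glc5h and 0 differed between xylose and Glc24h), although the first turned positive under their own scaling and the second negative under cyclic loess. The 331 probe sets that set xylose apart from derepressed glucose cells fell to 112, 136 and 144 without the xylose cultures 1, 0 and 2, and to 206, 208 and 175 without the Glc24h cultures 0, 1 and 2. The 1508 that set xylose apart from repressed cells fell to 953 without xylose culture 0 and 1002 without xylose culture 2.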

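The classes of biosynthesis, amino acid and sulphur metabolism were followed with fixed lists of genes. Cytosolic ribosomal protein genes fell as the glucose cultures ran out of sugar: of 80 tested, 61 were lower in Glc24h than in Glc5h (73 adjusted over the list alone, median log2 -1.57). On xylose 8 of the 80 were lower than in Glc5h (1 adjusted over the list alone, median -0.75) and 2 were higher than in Glc24h (1 alone, median 0.79), and 72 had a xylose mean between the glucose means. With the fermentations as blocks, 21 were lower than in Glc5h and 9 higher than in Glc24h. The signal of RPS22A (YJL190C), a small-subunit ribosomal protein gene, was 2363 ± 1324 in Glc5h, 218 ± 53.9 in Glc24h and 858 ± 18.1 in Xyl72h (SD, n = 3 cultures, log2 -1.33, adjusted p = 0.0301 from Glc5h to xylose, and log2 2.00, adjusted p = 0.021 from Glc24h to xylose). Ribosome biogenesis genes followed, with 20 of 27 lower and 1 higher in Glc24h than in Glc5h (the same numbers over the list alone, median -1.40), 15 lower on xylose than in Glc5h (16 alone, median -1.06), and 4 higher and 1 lower on xylose than in Glc24h (6 and 1 alone, median 0.34). Among them were NOP56 (YLR197W), for a core protein of the small nucleolar particles that modify ribosomal RNA (log2 -2.17, adjusted p = 0.00208 from Glc5h to xylose), and NOP1 (YDL014W), for the methylase of the same particles (log2 -0.85, adjusted p = 0.0363). For 11 of the 27 the lower state lay at the floor between xylose and Glc24h, and for 10 between the glucose states. The medians of this list in these comparisons are therefore not exact differences. Of 63 mitochondrial ribosomal protein genes, 4 were higher in Glc24h than in Glc5h (0 over the list alone, median 0.20), 1 was higher and 2 were lower on xylose than in Glc5h (0 and 0 alone, median -0.18, positive under reference gene scaling), and none differed between xylose and Glc24h in limma (6 lower and 0 higher at an unadjusted p under 0.05; median -0.34). In a fit with the fermentations as blocks, 7 were higher in Glc24h than in Glc5h.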

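Amino acid genes were followed in 3 lists. Of 11 branched-chain genes tested, 6 were higher on xylose than in Glc24h (8 over the list alone, median log2 1.47), 1 was higher than in Glc5h (1 alone, median 0.69), and 4 were lower in Glc24h than in Glc5h (5 alone, median -0.93). BAT1 (YHR208W), the mitochondrial branched-chain aminotransferase, had signals of 287 ± 63.7, 27.6 ± 6.00 and 458 ± 44.5 in Glc5h, Glc24h and Xyl72h (SD, n = 3 cultures, log2 difference 4.07, standard error 0.22, adjusted p = 0.000204 for xylose against Glc24h). LEU1 (YGL009C), isopropylmalate isomerase, rose from 58.1 ± 2.74 to 833 ± 388 in the same comparison (log2 3.75, adjusted p = 0.00619). LEU2 (YCL018W), the gene of the next enzyme of leucine synthesis, was above both glucose states (log2 2.22, adjusted p = 0.0157 over Glc5h and log2 2.91, adjusted p = 0.0187 over Glc24h). The paper lists mutant alleles of leu2, his3, trp1 and ura3 in the parent strain, so the LEU2 transcript is no evidence of leucine synthesis. Of genes of other amino acids, 11 of 33 were higher on xylose than in Glc24h (18 alone, median 0.71), 2 were higher and 9 lower than in Glc5h (3 and 13 alone, median -0.75), and 22 were lower in Glc24h than in Glc5h (22 alone, median -1.30). HOM2 (YDR158W) of the threonine and methionine pathway and HIS4 (YCL030C) of histidine synthesis were 2 of those higher than in Glc24h (log2 2.43, adjusted p = 0.00583, and log2 1.32, adjusted p = 0.0142). Of 27 sulphur amino acid genes tested, 3 were lowest on xylose, passing against both glucose states: 6 were lower than in Glc5h (6 alone, median -0.78) and 6 lower than in Glc24h (12 alone, median -1.18), while 4 were higher and 4 lower in Glc24h than in Glc5h (4 and 4 alone, median 0.17). MET17 (YLR303W), which joins sulphide to the amino acid chain, fell from 706 ± 182 in Glc5h and 601 ± 404 in Glc24h to 76.7 ± 2.42 (log2 -3.17, adjusted p = 0.00232, and log2 -2.77, adjusted p = 0.0137).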

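Relative to all other genes, the lists of cytosolic ribosomal protein and ribosome biogenesis genes and those of branched-chain and other amino acids were higher on xylose than in Glc24h, while mitochondrial ribosomal protein and sulphur amino acid genes were lower. Tested against all other genes by limma's camera with a preset correlation of 0.01, ribosomal protein genes differed between xylose and Glc24h at an adjusted p = 5.07e-17 (0.364 with an estimated correlation) and between xylose and Glc5h at 6.22e-05 (0.563 with an estimated correlation). For the drop of these genes from Glc5h to Glc24h the adjusted p = 1.97e-13 (0.329 with an estimated correlation). The size depends on the scaling: their median log2 difference of xylose from Glc24h was 0.79 as processed, 0.40 with cyclic loess and 0.56 with quantile normalization. Their drop from Glc5h to Glc24h was -1.57, -1.07 and -1.04 in the same order. Ribosome biogenesis genes had an adjusted p = 5.69e-06 for xylose against Glc5h (0.327 with an estimated correlation), 0.000432 for xylose against Glc24h (0.499) and 9.33e-07 for Glc24h against Glc5h (0.329). Mitochondrial ribosomal protein genes had 0.918, 0.000122 (0.553 with an estimated correlation) and 0.0449 (0.729) in the same order of comparisons. Without Glc24h culture 1 the median of this list went from -0.34 to -0.13 for xylose against Glc24h (adjusted p = 0.0752, with 7.44e-10 to 0.0752 over the alternatives) and from 0.20 to -0.01 for Glc24h against Glc5h (adjusted p = 0.534). The second call was also lost without Glc5h culture 1 or 2, Glc24h culture 2 or xylose culture 0 (0.0551, 0.301, 0.0973 and 0.0552, with 0.000307 to 0.534 over the alternatives). Branched-chain genes had 0.0214 (0.356 with an estimated correlation), 1.17e-08 (0.181) and 0.0304 (0.329), and genes of other amino acids 0.0175 (0.391), 3.28e-10 (0.181) and 1.53e-06 (0.24). Sulphur amino acid genes had an adjusted p = 0.0144 for xylose against Glc5h (0.563 with an estimated correlation) and 1.89e-08 for xylose against Glc24h (0.318). Leaving out Glc5h culture 1 ended the calls against Glc5h on xylose of sulphur (0.0779, with 0.000994 to 0.0779 over the alternatives) and other amino acids (0.105, with 0.00213 to 0.105) and that of branched-chain genes in Glc24h (0.0625, or 0.0712 without Glc24h culture 1, with 0.0151 to 0.0939), and leaving out Glc5h culture 0 that of branched-chain genes on xylose (0.0568, with 0.00273 to 0.119). In no list that camera tested did a comparison stay under 0.05 with an estimated correlation (lowest adjusted p = 0.181).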

The top three gene ontology classes of each cluster and the number of genes found in each class are listed in Table 1. All genes in each cluster of Figure 2 are shown in additional files [Additional files 6, 7, 8, 9, 10, 11, 12, 13].

**Figure 2:**
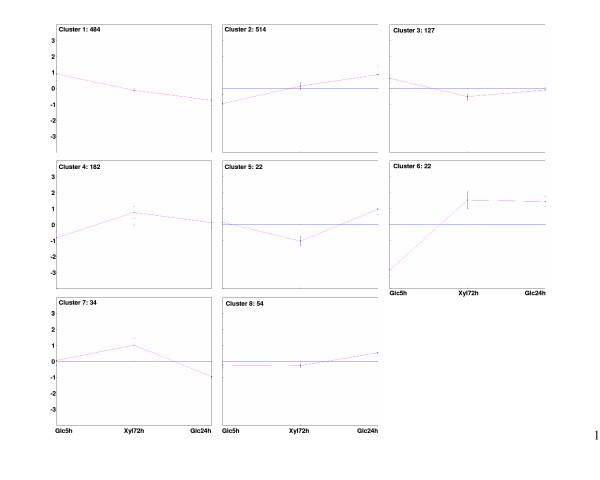
**The eight distinct clusters of the 1439 differentially expressed genes determined by K-means with Euclidean distance.** The y-axis corresponds to the difference of a gene relative to the mean expression of the gene in all samples on a log_2_-scale (values above zero-level represent up-regulation and below it down-regulation). The red lines represent the average expression pattern of each cluster. The x-axes are the 5 h and 24 h glucose and 72 h xylose samples (Glc5h, Glc24h and Xyl72h, respectively). The total number of genes in each cluster was: 484, 514, 127, 182, 22, 22, 34 and 54 for clusters 1 to 8, respectively.

**Table 1:** The top three gene ontology (GO) classes in each of the eight clusters in Figure 1. *n *is the number of the genes with the specified function, % is the percentage of the genes in the cluster with the specified function, and *p*-value is the binomial distribution probability [33]. (Total number of genes in clusters 1 to 8: 484, 514, 127, 182, 22, 22, 34 and 54, respectively)

Cluster	GO-class	Annotation	*n*	%	*p*-value
1	GO:0009058	Biosynthesis	159	32.9	1.96E-23
	GO:0044249	Cellular biosynthesis	148	30.6	1.95E-21
	GO:0044238	Primary metabolism	286	59.1	5.51E-19
2	GO:0006091	Generation of precursor metabolites and energy	67	13.0	5.89E-25
	GO:0015980	Energy derivation by oxidation of organic compounds	57	11.1	6.24E-21
	GO:0006119	Oxidative phosphorylation	20	3.9	5.25E-11
3	GO:0006896	Golgi to vacuole transport	5	3.9	1.39E-05
	GO:0006892	Post-Golgi transport	6	4.7	2.10E-04
	GO:0042147	Retrograde transport, endosome to Golgi	3	2.4	6.40E-04
4	GO:0044242	Cellular lipid catabolism	2	1.1	4.99E-03
	GO:0016042	Lipid catabolism	2	1.1	4.99E-03
	GO:0006000	Fructose metabolism	2	1.1	4.99E-03
5	GO:0006790	Sulphur metabolism	6	27.3	8.16E-09
	GO:0000096	Sulphur amino acid metabolism	4	18.2	1.71E-06
	GO:0015837	Amine transport	4	18.2	8.44E-06
6	GO:0000017	Alpha-glucoside transport	2	9.1	1.00E-04
	GO:0042946	Glucoside transport	2	9.1	1.00E-04
	GO:0008643	Carbohydrate transport	2	9.1	4.21E-03
7	GO:0009082	Branched chain family amino acid biosynthesis	5	14.7	2.50E-09
	GO:0009081	Branched chain family amino acid metabolism	5	14.7	7.00E-09
	GO:0009098	Leucine biosynthesis	3	8.8	1.30E-06
8	GO:0000002	Mitochondrial genome maintenance	4	7.4	3.24E-05
	GO:0051294	Establishment of spindle orientation	2	3.7	1.66E-03
	GO:0051293	Establishment of spindle localization	2	3.7	1.66E-03

70 out of 547 protein spots separated on the 2-DE gels had different abundances between the glucose repressed (Glc5h), glucose derepressed (Glc24h) and xylose (Xyl72h) samples and were identified by MALDI-TOF peptide mass mapping. They represented 55 different proteins, with 12 proteins present as multiple protein spots on the gels (Table 2) [Additional files 14 and 15]. 

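The directions of the protein spots in Table 2 were set against the array signals of the genes that encode them. Over the 3 comparisons of states, 147 of 204 pairs of a spot and a transcript ran in the same direction (72.1%). The share was 56 of 69 (81.2%) for xylose against glucose repressed cells, 44 of 68 (64.7%) for xylose against glucose derepressed cells and 47 of 67 (70.1%) for derepressed against repressed cells. Among pairs whose transcript passed limma's test, 70 of 83 ran in the same direction (84.3%), at 31 of 33, 9 of 14 and 30 of 36 for the respective comparisons.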

73% of the responses at the protein level correlated qualitatively with the microarray data (Table 2).

**Table 2:** Proteins which were differentially translated in the glucose repressed, glucose derepressed and xylose-grown cells, identified from the 2-DE gels [Additional files 14 and 15].

				log2 X72/G24		log2 X72/G5		log2 G24/G5	
**Swiss Prot Id**	**Protein^a^**	**ORF**	**Function**	2D	array	2D	array	2D	array

P32316	**Ach1p**	YBL015W	acetyl-CoA hydrolase	0.0	-1.0	3.4	2.7	3.4	3.7
P00330	Adh1p_a	YOL086C	alcohol dehydrogenase	1.4	0.9	0.2	0.3	-1.2	-0.6
P00330	Adh1p_b	YOL086C	alcohol dehydrogenase	2.1	0.9	0.5	0.3	-1.6	-0.6
P00331	**Adh2p**	YMR303C	alcohol dehydrogenase	4.8	-2.6	5.7	1.4	0.9	4.0
P47143	**Ado1p_a**	YJR105W	adenosine kinase	-1.1	0.4	-1.4	-1.3	-0.2	-1.7
P47143	**Ado1p_b**	YJR105W	adenosine kinase	-1.4	0.4	-1.9	-1.3	-0.5	-1.7
P38013	Ahp1p	YLR109W	thioredoxin peroxidase	-0.4	0.0	0.5	-0.2	1.0	-0.2
P54114	**Ald3p**	YMR169C	aldehyde dehydrogenase	0.4	0.8	1.8	1.8	1.4	1.0
P46367	Ald4p	YOR374W	aldehyde dehydrogenase (NAD^+^)	1.7	-0.2	3.6	1.0	1.9	1.1
P54115	**Ald6p_a**	YPL061W	aldehyde dehydrogenase (NADP^+^)	-0.9	-2.6	0.2	-1.9	1.0	0.7
P54115	**Ald6p_b**	YPL061W	aldehyde dehydrogenase (NADP^+^)	-2.0	-2.6	-2.8	-1.9	-0.8	0.7
P28777	**Aro2p**	YGL148W	chorismate synthase	-0.7	0.4	-1.4	-1.4	-0.7	-1.8
P53090	**Aro8p**	YGL202W	aromatic-amino-acid transaminase	-1.7	1.5	-0.6	-1.0	1.1	-2.5
P38011	**Asc1p**	YMR116C	molecular function unknown	-0.6	1.8	-2.4	-1.1	-1.8	-3.0
P07251	Atp1p	YBL099W	hydrogen-transporting ATP synthase	0.1	-0.2	1.8	0.7	1.7	0.9
P00830	Atp2p	YJR121W	hydrogen-transporting ATP synthase	0.2	-0.4	1.6	0.9	1.4	1.2
P38891	**Bat1p**	YHR208W	branched-chain-amino-acid transaminase	1.9	3.9	0.4	0.7	-1.5	-3.2
P07256	**Cor1p_a**	YBL045C	ubiquinol-cytochrome-c reductase	0.6	-0.2	1.3	1.0	0.8	1.2
P07256	**Cor1p_b**	YBL045C	ubiquinol-cytochrome-c reductase	0.3	-0.2	1.3	1.0	1.0	1.2
P07256	**Cor1p_c**	YBL045C	ubiquinol-cytochrome-c reductase	-0.1	-0.2	1.3	1.0	1.5	1.2
P06115	**Ctt1p**	YGR088W	catalase	1.4	1.8	3.4	2.4	2.0	0.6
P31373	Cys3p	YAL012W	cystathionine gamma-lyase	-2.3	-0.6	-2.9	-3.1	-0.6	-2.4
P32582	Cys4p_a	YGR155W	cystathionine beta-synthase	-2.5	-0.8	-0.2	-1.1	2.3	-0.3
P32582	Cys4p_b	YGR155W	cystathionine beta-synthase	-0.9	-0.8	-1.7	-1.1	-0.9	-0.3
P06634	Ded1p	YOR204W	RNA helicase	0.5	0.3	-2.2	0.5	-2.7	0.2
P14306	**Dka1p**	YLR178C	carboxypeptidase Y inhibitor	-1.2	-0.6	1.7	0.8	2.9	1.4
P39976	Dld3p	YEL071W	D-lactate dehydrogenase (cytochrome)	-2.0	-0.2	-2.4	-0.6	-0.3	-0.4
P00924	Eno1p_a	YGR254W	phosphopyruvate hydratase	1.5	0.6	5.2	0.5	3.7	-0.1
P00924	Eno1p_b	YGR254W	phosphopyruvate hydratase	3.5	0.6	5.7	0.5	2.2	-0.1
P00924	Eno1p_c	YGR254W	phosphopyruvate hydratase	1.2	0.6	2.6	0.5	1.3	-0.1
P14065	**Gcy1p**	YOR120W	aldo-keto reductase	2.0	0.3	3.7	3.1	1.7	2.8
Q00055	Gpd1p	YDL022W	glycerol-3-phosphate dehydrogenase	0.7	0.0	1.9	0.2	1.2	0.2
P00950	Gpm1p	YKL152C	phosphoglycerate mutase	1.7	0.5	1.6	-0.1	0.0	-0.7
P38625	**Gua1p**	YMR217W	GMP synthase	-0.8	1.3	-1.8	-1.0	-1.0	-2.3
P15454	**Guk1p**	YDR454C	guanylate kinase	-1.7	0.3	-1.4	-1.3	0.3	-1.6
P15992	Hsp26p_a	YBR072W	heat shock protein	0.1	-0.2	3.0	2.0	2.9	2.2
P15992	Hsp26p_b	YBR072W	heat shock protein	-0.6	-0.2	2.2	2.0	2.8	2.2
P04807	**Hxk2p_a**	YGL253W	hexokinase	2.6	2.9	10.7	-0.5	8.1	-3.4
P04807	**Hxk2p_b**	YGL253W	hexokinase	0.7	2.9	-1.1	-0.5	-1.8	-3.4
P28241	**Idh2p**	YOR136W	isocitrate dehydrogenase (NAD+)	-0.9	-0.5	0.7	0.2	1.7	0.7
P00817	Ipp1p	YBR011C	inorganic diphosphatase	-1.7	-0.5	-1.5	-0.9	0.3	-0.5
P53598	Lsc1p	YOR142W	succinate-CoA ligase (ADP-forming)	-0.5	-0.4	0.6	0.1	1.1	0.4
P36060	Mcr1p	YKL150W	cytochrome-b5 reductase	1.8	0.1	3.3	1.5	1.4	1.4
P05694	Met6p	YER091C	methionine synthase	-2.5	-1.3	-2.9	-1.0	-0.4	0.3
P04147	Pab1p	YER165W	poly(A) binding protein	0.4	0.2	-1.1	-0.3	-1.6	-0.5
P06169	**Pdc1p_a**^b^	YLR044C	pyruvate decarboxylase	-1.7	2.0	-1.8	-0.2	0.0	-2.2
P06169	**Pdc1p_b**^b^	YLR044C	pyruvate decarboxylase	-2.1	2.0	-1.2	-0.2	0.9	-2.2
P17967	**Pdi1p**	YCL043C	protein disulfide isomerase	-0.7	-0.1	-2.6	-0.5	-1.9	-0.4
P00560	Pgk1p_a	YCR012W	phosphoglycerate kinase	1.1	0.6	1.8	0.1	0.7	-0.5
P00560	Pgk1p_b	YCR012W	phosphoglycerate kinase	1.9	0.6	2.6	0.1	0.7	-0.5
P34227	Prx1p	YBL064C	thioredoxin peroxidase	-0.2	-0.9	1.7	0.7	1.9	1.6
Q12335	Pst2p	YDR032C	molecular function unknown	-0.6	-0.1	0.8	-0.4	1.5	-0.3
P07703	**Rpc5p**	YPR110C	DNA-directed RNA polymerase	-0.3	0.5	-1.5	-1.3	-1.2	-1.8
P26783	Rps5p	YJR123W	structural constituent of ribosome	-0.6	0.7	-3.0	-0.6	-2.4	-1.2
P19358	**Sam2p**	YDR502C	methionine adenosyltransferase	-2.2	-2.0	-2.5	-2.6	-0.3	-0.6
P07283	**Sec53p_a**	YFL045C	phosphomannomutase	-0.1	0.2	-2.5	-1.6	-2.4	-1.8
P07283	**Sec53p_b**	YFL045C	phosphomannomutase	-1.1	0.2	-2.0	-1.6	-0.8	-1.8
P33330	**Ser1p**	YOR184W	phosphoserine transaminase	-0.8	-0.3	-0.9	-1.0	-0.1	-0.8
P37291	Shm2p	YLR058C	glycine hydroxymethyltransferase	0.1	-0.1	-1.5	0.6	-1.6	0.7
Q03144	Sno1p	YMR095C	molecular function unknown	0.3	0.4	-0.8	2.0	-1.1	1.6
P00447	Sod2p	YHR008C	manganese superoxide dismutase	-0.5	-0.2	1.9	1.1	2.4	1.2
P15705	Sti1p	YOR027W	Hsp90 cochaperone	0.6	0.2	1.7	0.3	1.1	0.1
P23254	**Tkl1p**	YPR074C	transketolase	-0.6	1.1	-1.0	-0.6	-0.5	-1.7
P00942	Tpi1p	YDR050C	triose-phosphate isomerase	-1.1	0.2	0.5	-0.1	1.5	-0.3
P17649	Uga1p	YGR019W	4-aminobutyrate transaminase	-0.8	-0.1	1.4	0.2	2.2	0.3
Q12363	Wtm1p_a	YOR230W	transcriptional modulator	0.1	-0.1	1.7	0.2	1.6	0.3
Q12363	Wtm1p_b	YOR230W	transcriptional modulator	-0.1	-0.1	1.3	0.2	1.4	0.3
P23180	Yhl021p	YHL021C	molecular function unknown	-0.5	-0.8	1.6	0.6	2.1	1.3
P35691	**Ykl056cp**	YKL056C	molecular function unknown	-1.0	0.5	-1.8	-1.4	-0.9	-1.9
Q04869	**Ymr315wp**	YMR315W	molecular function unknown	2.5	2.3	3.1	1.8	0.6	-0.4

Log2 values of the protein abundance ratios, and the expression ratios for the corresponding gene of cells grown on xylose for 72 h (X72) to cells grown on glucose for 24 h (G24), or 5 h (G5), and of cells grown on glucose for 24 h to cells grown on glucose for 5 h are given. 

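Of the genes behind the spots in Table 2, 26 are set in bold, and 24 of these differed between the 3 states at an adjusted p under 0.05 in limma's F-test (22 at an unadjusted p under 0.01). Of 30 genes not in bold, 29 were tested, and 8 differed at an adjusted p under 0.05 (6 at an unadjusted p under 0.01). Large changes among the tabulated genes include HSP26 (YBR072W), a small heat-shock protein gene with signals of 174 ± 64.8 in Glc5h, 758 ± 335 in Glc24h and 821 ± 357 in Xyl72h (SD, n = 3 cultures), and CYS3 (YAL012W), cystathionine gamma-lyase, which fell from 622 ± 55.0 to 103 ± 89.1 and 52.3 ± 15.1. Relative to Glc5h these were differences on xylose of log2 2.22 (adjusted p = 0.00906) for HSP26 and -3.61 (adjusted p = 0.00588) for CYS3.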

Proteins whose encoding genes showed a statistically significant expression difference in the samples studied are marked with bold text.

^a^Different pI forms of a protein indicated by a, b and c

^b^These spots of Pdc1p had substantially lower molecular weight compared with the major Pdc1p protein spot identified earlier [15] and are likely either degraded or post-translationally processed forms of the enzyme.

### Carbon source sensing and signalling in cells metabolising xylose

One of the first responses of *S. cerevisiae *to glucose is the induction of genes encoding hexose transporters (Hxt) that are also used for xylose uptake [38,39]. The signal for the presence of glucose is mediated via the glucose sensor proteins Snf3p and Rgt2p, responding to low and high glucose concentrations, respectively [40,41]. The expression of *SNF3 *is repressed at high concentrations of glucose via Mig1p ([42] and references therein). In the xylose-grown cells, the transcript levels of *SNF3 *were higher than in the glucose repressed cells, but lower than in the glucose derepressed cells (Fig. 2, cluster 2), while *RGT2 *had its highest expression in the xylose-grown cells (Fig. 2, cluster 4). 

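The signals of both sensor genes were close to the floor, and neither passed the test in any comparison of the 3 states. SNF3 (YDL194W), for the sensor of low glucose, read 16 in all 3 cultures in Glc5h and in Xyl72h, and 21.5 ± 4.76 in Glc24h (SD, n = 3 cultures, at least log2 0.40 above both, adjusted p = 0.241 for xylose against Glc24h and adjusted p = 0.101 for Glc24h against Glc5h). RGT2 (YDL138W), for the sensor of high glucose, read 16.4 ± 0.727, 17.5 ± 1.58 and 22.3 ± 3.97 in Glc5h, Glc24h and Xyl72h (log2 difference 0.43, standard error 0.14, adjusted p = 0.0651 over Glc5h, and log2 0.34, adjusted p = 0.256 over Glc24h). With a floor of 4, chosen after the data were seen, SNF3 was higher on xylose than in Glc5h by log2 1.34 (adjusted p = 0.00844, with 0.00844 to 1 over the alternatives) and with a floor of 1 by 1.54 (adjusted p = 0.0126), and RGT2 with a floor of 4 by 1.12 (adjusted p = 0.0403). Without Glc24h culture 2, SNF3 was lower on xylose than in Glc24h (adjusted p = 0.0373, with 0.0373 to 0.477 over the alternatives). RGT2 also passed against Glc5h with 15 arrays as separate samples (adjusted p = 0.0102), with a mean-variance trend (0.0393) and without percentile scaling (0.0353), over a range of 0.0102 to 0.178.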

The expression of *RGT2 *is reported to be independent of glucose concentration [43], but in the present study derepression was observed (Fig. 2, cluster 4).

*RGT1*, encoding a transcription factor of *HXT *genes had, like *SNF3*, higher transcript levels in the xylose-grown cells than in the glucose repressed cells, but lower than in the glucose derepressed cells (Fig. 2, cluster 2). 

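RGT1 (YKL038W), which encodes the repressor that binds HXT promoters when glucose is absent, rose when glucose ran out. Its signal was 44.6 ± 23.2 in Glc5h, 142 ± 32.2 in Glc24h and 79.4 ± 26.0 in Xyl72h (SD, n = 3 cultures). Derepressed cells were above repressed cells by log2 1.78 (standard error 0.40, adjusted p = 0.0119). The xylose mean lay between them, but neither step passed the test (log2 0.91, adjusted p = 0.134 over Glc5h, and log2 -0.86, adjusted p = 0.292 against Glc24h).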

The expression of *RGT1 *is reported not to be regulated in response to glucose ([42] and references therein), but the expression profile in cluster 2 suggests that its expression was derepressed in the absence of glucose, and to a lesser extent also on xylose (Fig. 2). 

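Around RGT1, the 9 tested genes of glucose sensing went in different directions. Only 1 was higher and 1 lower on xylose than in repressed cells (1 and 1 adjusted over the list alone, median log2 0.01, camera adjusted p = 0.3), and 1 was higher on xylose than in derepressed cells (1 alone, median -0.07, positive under cyclic loess, camera adjusted p = 0.997). Between the glucose states, 2 were higher and 1 lower at 24 h (3 and 1 alone, median 0.29). The gene that was lower is STD1 (YOR047C), for a protein that controls glucose-regulated genes together with Rgt1p, at 52.6 ± 7.27 in Glc5h, 20.0 ± 2.42 in Glc24h and 20.9 ± 2.62 in Xyl72h (SD, n = 3 cultures). On xylose STD1 was near its derepressed level (log2 difference -1.33, standard error 0.16, adjusted p = 0.00148 against Glc5h, and log2 0.06, adjusted p = 0.958 against Glc24h).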

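Transcripts of 2 hexose transporter genes collapsed when glucose was gone, and the separate xylose cultures had levels between those of the 2 glucose states. The signal of HXT3 (YDR345C), a low-affinity transporter, was 592 ± 95.7 in Glc5h, 40.8 ± 6.48 in Glc24h and 186 ± 58.9 in Xyl72h (SD, n = 3 cultures). HXT2 (YMR011W), a high-affinity transporter, had 242 ± 55.1, 17.8 ± 3.06 and 127 ± 27.0. From repressed to derepressed cells HXT3 fell by 3.86 on the log2 scale (adjusted p = 0.000137) and HXT2 by a log2 difference of -3.75 (adjusted p = 0.000102). HXT1 (YHR094C), the low-affinity transporter of high glucose, fell from 253 ± 126 in Glc5h to 20.7 ± 8.08 in Glc24h and was at 18.1 ± 1.09 on xylose (log2 difference -3.68, standard error 0.39, adjusted p = 0.000988 against Glc5h).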

Consistently, *HXT2 *and *HXT3*, which are repressed by *RGT1*, had highest expression in the presence of glucose and lowest in the glucose derepressed cells (Fig. 2, cluster 1). In addition to its function in repressing *HXT *genes in the absence of glucose [44], Rgt1p is required for repression of *HXK2 *at low levels of glucose together with the transcription cofactor Med8p [45]. The expression of *RGT1 *and *HXK2 *was as expected: while *RGT1 *was expressed at its highest level in the glucose derepressed cells, *HXK2 *had its lowest expression in these cells (Fig. 2, cluster 1). 

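HXK2 (YGL253W), for the hexokinase that also acts in glucose repression, was almost lost in derepressed cells and close to its repressed level on xylose. Its signal was 553 ± 196 in Glc5h, 34.1 ± 11.3 in Glc24h and 416 ± 37.9 in Xyl72h (SD, n = 3 cultures). Derepressed cells lay below repressed cells by log2 -4.01 (standard error 0.34, adjusted p = 0.000269) and xylose-grown cells above derepressed cells by 3.67 (adjusted p = 0.00255). RGT1 was highest in the state in which HXK2 was lowest, and each of these differences between the glucose states was larger than the spread between cultures.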

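MTH1 (YDR277C), whose product acts with Rgt1p, was not detected above the floor in repressed cells and was strongest on xylose. The signal lay at the floor of 16 in all 3 cultures of Glc5h and reached 47.9 ± 11.6 in Glc24h and 95.9 ± 16.4 in Xyl72h (SD, n = 3 cultures). Xylose-grown cells were at least 5.94-fold above repressed cells (adjusted p = 0.000237), and derepressed cells at least 2.94-fold (adjusted p = 0.00102). The step from derepressed cells to xylose was log2 1.01 (standard error 0.19, adjusted p = 0.0269) and held in 12 of 23 alternatives, with adjusted p 0.000179 to 0.0947.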

*MTH1 *encoding a corepressor of *RGT1 *had its highest expression in the xylose-grown cells (Fig. 2, cluster 4). Mth1p is involved in maintaining the repression of *HXT *genes when glucose is not present [46]. Nevertheless, in the cells grown on xylose, *HXT2 *and *HXT3 *had higher transcript levels compared with the glucose derepressed cells (Fig. 2, cluster 1), *HXT6 *compared with the glucose repressed cells (Fig. 2, cluster 2), and *HXT4 *and *HXT16 *compared with both the glucose repressed and derepressed cells (Fig. 2, clusters 7 and 4, respectively).

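Xylose-grown cells carried transcripts of both low- and high-affinity hexose transporters. Against derepressed cells HXT2 was higher by 2.83 on the log2 scale (standard error 0.23, adjusted p = 0.00151) and HXT3 by 2.14 (adjusted p = 0.00623), while both stayed below repressed cells (log2 -0.93, adjusted p = 0.0243 for HXT2, which held in 16 of 23 alternatives, with adjusted p 0.00135 to 0.311, and log2 -1.72, adjusted p = 0.0041 for HXT3). HXT6 (YDR343C) and HXT7 (YDR342C), nearly identical high-affinity transporters whose probe sets may share signal, were above repressed cells (log2 1.72, adjusted p = 0.0139, and log2 1.84, adjusted p = 0.00338), with HXT6 at 279.5 ± 87.5, 812 ± 323 and 915 ± 274 in Glc5h, Glc24h and Xyl72h (SD, n = 3 cultures). HXT4 (YHR092C), at 79.6 ± 45.4, 16 in all 3 cultures and 235 ± 63.3, was higher on xylose than in repressed cells (log2 1.69, adjusted p = 0.0184) and at least 14.4-fold higher than in derepressed cells (adjusted p = 0.00301). The probe set shared by HXT13, HXT15, HXT16 and HXT17 read 16 in all 3 cultures of Glc5h, 20.1 ± 2.42 in Glc24h and 50.5 ± 12.3 in Xyl72h, at least 3.09-fold above repressed cells (adjusted p = 0.00121) and above derepressed cells by log2 1.30 (adjusted p = 0.00919); this signal cannot be assigned to any of the 4 genes. HXT5 (YHR096C), a transporter of slow growth, was the most strongly raised of the family, at 17.9 ± 3.23, 754 ± 293 and 786 ± 216 (log2 5.43, adjusted p = 0.000149 over Glc5h). Of 8 tested hexose transporter genes (11 have a probe set of their own), 4 were higher and 3 lower on xylose than in repressed cells (4 and 3 adjusted over the list alone, median log2 0.87, camera adjusted p = 0.315), 3 were higher than in derepressed cells (3 alone, median 0.28, negative under cyclic loess, camera adjusted p = 0.000619, or 0.219 with an estimated correlation), and 3 were higher and 4 lower at 24 h than at 5 h on glucose (3 and 4 alone, median -1.08, camera adjusted p = 0.553).

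**Figure D1:**
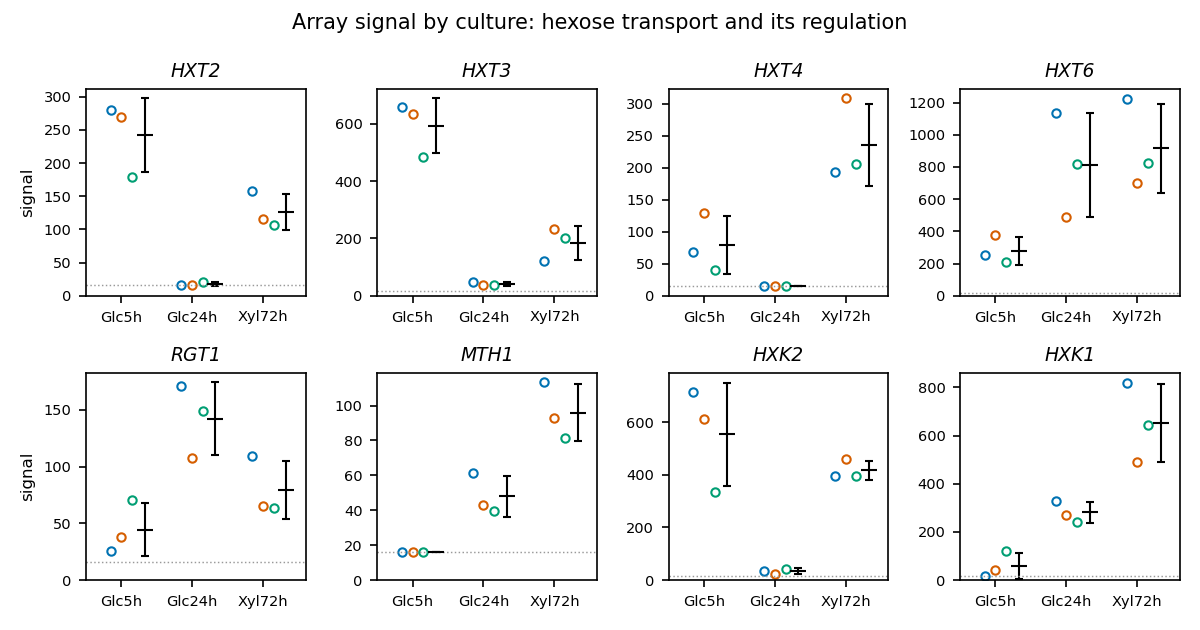
Array signal (linear, arbitrary units, each axis from 0) of HXT2, HXT3, HXT4, HXT6, RGT1, MTH1, HXK2 and HXK1 in Glc5h, Glc24h and Xyl72h. Circles are the 3 cultures, coloured by fermentation number, black bars the mean ± SD and the dotted line the floor of 16; HXT4 and MTH1 have their highest means on xylose.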

### The metabolism of the recombinant *S. cerevisiae *on xylose appears neither as fully glucose repressed nor as fully derepressed

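Some genes of gluconeogenesis, the TCA and glyoxylate cycles and respiration were higher on xylose than in repressed glucose cells, and few were lower on xylose than in derepressed cells. Of 63 tested genes, 23 were higher on xylose than in Glc5h and none lower, 7 were lower on xylose than in Glc24h and none higher (limma, with 0 lower than in Glc5h and 1 higher than in Glc24h at an unadjusted p under 0.05, and 60 means above Glc5h and 38 below Glc24h), and 31 were higher in Glc24h than in Glc5h. The glyoxylate cycle genes ICL1 (YER065C), isocitrate lyase, and MLS1 (YNL117W), malate synthase, together with PCK1 (YKR097W), the first enzyme of gluconeogenesis, and NDE2 (YDL085W), an external NADH dehydrogenase of the respiratory chain, passed both steps. The signal of PCK1 was 16.8 ± 1.23 in Glc5h, 844 ± 437 in Glc24h and 104 ± 72.7 in Xyl72h (SD, n = 3 cultures, log2 difference 2.42, standard error 0.49, adjusted p = 0.0114 over Glc5h, and log2 -3.12, adjusted p = 0.0156 against Glc24h). ICL1 read 22.0 ± 10.3, 949 ± 435 and 198 ± 39.7 (log2 3.25, adjusted p = 0.00201 over Glc5h; log2 -2.17, adjusted p = 0.0281 against Glc24h, which held in 17 of 23 alternatives, with adjusted p 0.000149 to 0.101). MLS1 read 16 in all 3 cultures of Glc5h, 987 ± 519.8 in Glc24h and 242 ± 37.7 on xylose, at least 15.0-fold above repressed cells (adjusted p = 0.000389) and below derepressed cells by log2 -1.91 (adjusted p = 0.0186). NDE2 read 16 in all 3 cultures of Glc5h, 365 ± 68.3 and 99.8 ± 28.6, at least 6.05-fold above repressed cells (adjusted p = 0.000494) and below derepressed cells (log2 -1.90, adjusted p = 0.00583). The number passing both steps was 1 without either xylose culture 0 or 2.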

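Over the same 63 genes, the means stood in the order Glc5h below Xyl72h below Glc24h for 36 (57.1%), against 1010 of all 4660 genes tested (21.7%) and 1 in 6 for means in random order. Of 100 splits of the samples into 3 groups, 10 gave at least 36 genes in such an order and the highest of the others gave 51, so chance cannot be excluded for this number. The number was 57 with cyclic loess or quantile normalization, 50 without percentile scaling and 44 with reference gene scaling, and 28 to 46 when single cultures were left out. By list, the order held for 4 of 5 gluconeogenesis genes, 5 of 5 glyoxylate cycle genes, 11 of 16 TCA cycle genes, 11 of 15 ATP synthase genes and 6 of 23 respiratory chain genes, of which 16 had their highest mean on xylose. With cyclic loess or quantile normalization it held for 19 of the 23 respiratory chain genes and all 15 ATP synthase genes. In simulated unchanged states 0 probe sets passed both steps, which is no baseline for states that differ, since at most 1 was called there in any comparison. Of 5877 probe sets, 42 passed both steps rising (0.7%) and 31 passed both steps falling (0.5%), where independent lists would share 15.5 and 27.7, and the xylose cultures enter both steps. With the fermentations as blocks these numbers were 46 and 53. Together they were 21, 23 and 28 without the xylose cultures 2, 0 and 1, 32, 41 and 33 without the Glc24h cultures 0, 1 and 2, and 38 without Glc5h culture 1. The paper states that these genes are repressed on glucose through Snf1p, Mig1p and Hxk2p, and from the mixed profile of expression on xylose it proposes that xylose does not act on all the glucose repression pathways as glucose does.

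**Figure D2:**
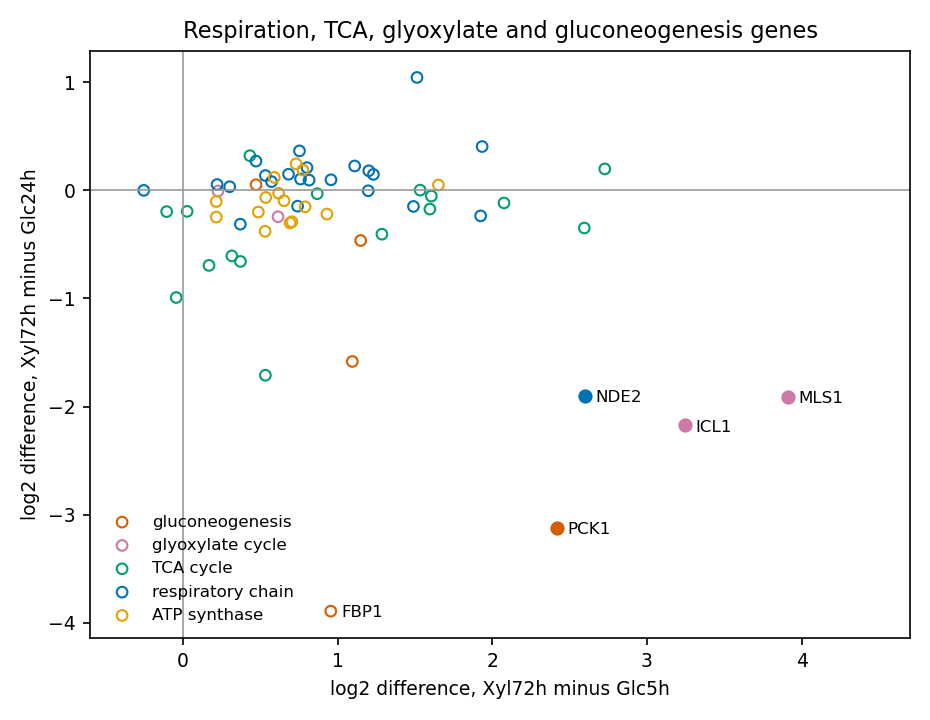
Log2 difference Xyl72h minus Glc5h (horizontal axis) and Xyl72h minus Glc24h (vertical axis) of 63 genes of respiration, ATP synthase, the TCA and glyoxylate cycles and gluconeogenesis, coloured by list, as means of 3 cultures per state. Filled points passed both tests (PCK1, ICL1, MLS1 and NDE2), and 36 points lie to the right of 0 and below 0.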

In xylose-grown cells, the genes encoding activities of the TCA and glyoxylate cycles, respiration and gluconeogenesis were expressed more strongly than in glucose repressed cells but less strongly than in derepressed cells (Fig. 2, cluster 2). On glucose these genes are repressed via the pathway involving Snf1p, Mig1p and Hxk2p [47]. 

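Several enzymes of these pathways can be followed singly. The largest rises on xylose over Glc5h in the TCA cycle were in succinate dehydrogenase and the 2-oxoglutarate dehydrogenase complex. SDH2 (YLL041C) read 145 ± 47.9 in Glc5h, 833 ± 225 in Glc24h and 940.0 ± 171 in Xyl72h (SD, n = 3 cultures, log2 difference 2.73, standard error 0.29, adjusted p = 0.000988 over Glc5h), and SDH1, SDH3 and SDH4 rose by log2 2.59, 1.29 and 1.53 (adjusted p = 0.00123, 0.00337 and 0.0136). KGD1 (YIL125W) read 134 ± 24.8, 626 ± 191 and 577 ± 177 (log2 2.08, adjusted p = 0.00392), with KGD2 at log2 1.60, adjusted p = 0.000696. MDH1 (YKL085W), malate dehydrogenase, rose by log2 1.61 (adjusted p = 0.0392), a call that held in 13 of 23 alternatives, with adjusted p 0.000874 to 0.113. Citrate synthase genes and fumarase did not pass against Glc5h (log2 0.87, adjusted p = 0.0892 for CIT1, log2 0.61, adjusted p = 0.245 for CIT2, log2 0.53, adjusted p = 0.0894 for CIT3 and log2 0.37, adjusted p = 0.428 for FUM1), although FUM1 was higher in Glc24h than in Glc5h (log2 1.03, adjusted p = 0.0378) and CIT3 was lower on xylose than in Glc24h (log2 -1.71, adjusted p = 0.00494). With the fermentations as blocks CIT1 passed against Glc5h at an adjusted p = 0.0333 (0.00201 to 0.243 over the alternatives). In gluconeogenesis FBP1 (YLR377C), fructose-1,6-bisphosphatase, went from 16 in all 3 cultures of Glc5h to 496 ± 246 in Glc24h and only 31.2 ± 3.77 on xylose (at least log2 0.95 over Glc5h, adjusted p = 0.0516; log2 difference -3.89, standard error 0.30, adjusted p = 0.00112 against Glc24h).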

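Of the genes of single respiratory subunits named with these pathways, some were higher on xylose than in Glc5h and several did not pass the test. Cytochrome c oxidase subunit genes COX4 (YGL187C) and COX5A (YNL052W) were above Glc5h on xylose (log2 0.81, adjusted p = 0.0497, which held in 10 of 23 alternatives, with adjusted p 0.000358 to 0.148, and log2 0.96, adjusted p = 0.0407, which held in 12 of 23 alternatives, with adjusted p 0.000194 to 0.126). COX7, COX14 and COX15 did not pass in this comparison (log2 0.57, adjusted p = 0.223, log2 0.82, adjusted p = 0.131, and log2 0.93, adjusted p = 0.0577, the last at 0.0269 with the fermentations as blocks and 0.00548 to 0.163 over the alternatives). Of the cytochrome bc1 complex, QCR2 (YPR191W) passed (log2 1.20, adjusted p = 0.0357; this held in 17 of 23 alternatives, with adjusted p 0.00449 to 0.114), and QCR7 and QCR9 did not (log2 0.30, adjusted p = 0.34, and log2 0.74, adjusted p = 0.112). Of the ATP synthase, ATP5 (YDR298C) passed (log2 0.69, adjusted p = 0.0162), with ATP3, ATP4 and ATP16 at log2 0.65, 0.62 and 0.21 (adjusted p = 0.0533, 0.238 and 0.403), the first pair passing with the fermentations as blocks (0.0239 and 0.0471, with 0.00219 to 0.162 over the alternatives for ATP3 and 0.0246 to 0.545 over the alternatives for ATP4).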

In more detail, cluster 2 contained genes encoding enzymes of respiration (*e.g. COX4*, *COX5a*, *COX7*, *COX14-15*, *COR1*, *QCR2*, *QCR7*, *QCR9*, *ATP3-5*, *ATP16*), gluconeogenesis (*e.g. FBP1*, *PCK1*), the TCA and glyoxylate cycles (*e.g. KGD1-2*, *SDH1-4*, *FUM1*, *MDH1*, *CIT1-3*, *MLS1*, *ICL1*), alcohol catabolism (*e.g. ADH2*), and trehalose and glycogen synthesis (*e.g. TSL1*, *GLC1-3*, *GSY2*) (Table 1). In addition, genes encoding transcriptional regulators of the aforementioned genes, such as *ADR1*, *CAT8*, *HAP4*, *SIP1-2 *and *4*, and *REG2 *[48] were present in cluster 2 (Fig. 2). 

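Regulators of the respiratory and gluconeogenic genes were in part higher on xylose than in repressed glucose cells, and 3 of 12 (SIP4, OAF1 and CAT8) passed both steps. Of the 12 tested, 7 were higher on xylose than in Glc5h (7 adjusted over the list alone, median log2 0.70, camera adjusted p = 0.00102, or 0.327 with an estimated correlation), 4 were lower on xylose than in Glc24h (5 alone, median -0.37, camera adjusted p = 0.000122, or 0.212 with an estimated correlation), and 8 were higher in Glc24h than in Glc5h (8 alone, median 1.36, camera adjusted p = 2.1e-05, or 0.216 with an estimated correlation). Without the dimmest 50% of the probe sets camera's adjusted p for this list was 0.237 for xylose against Glc5h and 0.051 for Glc24h against Glc5h. The order Glc5h below Xyl72h below Glc24h held for 10 of the 12 means. REG2 (YBR050C), a subunit of the Glc7p phosphatase that belongs to the Snf1 and Mig1 list and not to these 12, read 16.4 ± 0.768, 404 ± 69.9 and 42.6 ± 5.24 in Glc5h, Glc24h and Xyl72h (SD, n = 3 cultures, log2 difference 1.37, standard error 0.15, adjusted p = 0.00122 over Glc5h, and log2 -3.24, adjusted p = 0.000156 against Glc24h). SIP4 (YJL089W), an activator of gluconeogenic genes, read 16 in all 3 cultures of Glc5h, 277 ± 103 and 32.9 ± 9.86 (at least log2 1.00 over Glc5h, adjusted p = 0.0463, which held in 11 of 23 alternatives, with adjusted p 0.00203 to 0.198; log2 -3.05, adjusted p = 0.00264 against Glc24h). HAP4 (YKL109W), the activator subunit of respiratory genes, read 40.5 ± 14.2, 324 ± 95.9 and 207 ± 133 (log2 2.22, adjusted p = 0.0162 over Glc5h, and log2 -0.80, adjusted p = 0.456 against Glc24h). SIP1 and SIP2, beta-subunits of the Snf1 kinase and also outside the 12, did not pass against Glc5h, where both lay at the floor (at least log2 0.31, adjusted p = 0.232, and at least log2 0.85, adjusted p = 0.131). OAF1 (YAL051W), an activator of peroxisomal genes, passed both steps (log2 0.71, adjusted p = 0.0267 over Glc5h; log2 -0.83, adjusted p = 0.0424 against Glc24h, which held in 8 of 22 alternatives, with adjusted p 0.000552 to 0.142).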

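Among the genes of the respiratory proteins seen on the gels, COR1 passed the test on xylose over repressed cells. COR1 (YBL045C), a core subunit of the cytochrome bc1 complex, read 59.2 ± 10.4 in Glc5h, 143 ± 53.3 in Glc24h and 134 ± 5.91 in Xyl72h (SD, n = 3 cultures), an increase on xylose over Glc5h of log2 1.20 (standard error 0.30, adjusted p = 0.0242) that held in 17 of 23 alternatives, with adjusted p 0.000271 to 0.0749. ATP1 (YBL099W) and ATP2 (YJR121W), the catalytic subunits of ATP synthase, did not pass in that comparison (log2 0.59, adjusted p = 0.251, and log2 0.79, adjusted p = 0.0768, the latter at 0.0201 with the fermentations as blocks and 0.00553 to 0.215 over the alternatives), and ATP2 was higher in Glc24h than in Glc5h (log2 0.94, adjusted p = 0.0355). IDH2 (YOR136W), a subunit of isocitrate dehydrogenase, passed in no comparison, at 542 ± 95.7, 591 ± 189 and 515 ± 166 in the order given for COR1. Its partner IDH1 (YNL037C) was lower on xylose than in Glc24h (log2 -0.99, adjusted p = 0.026; this held in 16 of 23 alternatives, with adjusted p 0.000594 to 0.0991). LSC1 (YOR142W), succinyl-CoA ligase, had a log2 difference of 0.03 from Glc5h to xylose (adjusted p = 1).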

In the proteome analysis of the corresponding samples, a similar trend was seen in the abundance of proteins with respiratory functions, such as ATP synthases Atp1p and Atp2p, ubiquinol-cytochrome-c reductase (Cor1p; two isoforms detected), isocitrate dehydrogenase Idh2p (expression of *IDH2 *was comparable in the glucose repressed and xylose-grown cells; Fig. 2, cluster 8), and the α-subunit of succinyl-CoA ligase Lsc1p (Table 2) [Additional file 15].

Distinct profiles in the abundance of transcripts and enzyme levels of the glycolytic and ethanol pathways were observed. 

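PGI1 (YBR196C), for the isomerase that makes fructose 6-phosphate, had a lower mean on xylose than in glucose repressed cells, inside the spread between cultures. Its signal was 1143 ± 534 in Glc5h, 486 ± 233 in Glc24h and 866 ± 154 in Xyl72h (SD, n = 3 cultures, log2 -0.32, adjusted p = 0.668 for xylose against Glc5h, and log2 0.96, adjusted p = 0.305 against Glc24h). Its drop from Glc5h to Glc24h, of log2 -1.28, had an adjusted p = 0.065 (0.0233 with the fermentations as blocks, 0.0114 to 0.326 over the alternatives). HXK2 differed from its repressed level on xylose by -0.34 on the log2 scale (standard error 0.34, adjusted p = 0.509). PFK2 (YMR205C), a phosphofructokinase subunit, was higher on xylose than in derepressed cells (log2 0.94, adjusted p = 0.00553) and like Glc5h (log2 0.31, adjusted p = 0.0796), and so was ENO2 (YHR174W), the enolase of fermenting cells (log2 2.02, adjusted p = 0.0265, and log2 -0.59, adjusted p = 0.291).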

*HXK2 *and *PGI1 *had lower expression in the xylose-grown cells compared with the glucose repressed cells (Fig. 2, cluster 1). On the other hand, the xylose-grown cells had higher amounts of Pgk1p, Gpm1p and Adh1p, compared with the glucose repressed cells (Table 2) [Additional file 15]. In addition, Eno1p and Adh2p (whose encoding gene had higher transcript abundance on xylose compared with the glucose repressed cells; Fig. 2, cluster 2) were most abundant in the xylose-grown cells (Table 2) [Additional file 15]. 

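ADH2 (YMR303C), the alcohol dehydrogenase that consumes ethanol, rose from 20.1 ± 6.72 in Glc5h to 71.9 ± 17.9 in Xyl72h and reached 417 ± 327 in Glc24h (SD, n = 3 cultures). The xylose level was above repressed cells by log2 1.86 (standard error 0.52, adjusted p = 0.0366), a call that held in 16 of 23 alternatives, with adjusted p 0.000647 to 0.107. It was below derepressed cells by a log2 difference of -2.29 (adjusted p = 0.0486), which held in 11 of 23 alternatives, with adjusted p 0.000565 to 0.158. ADH1 (YOL086C), the alcohol dehydrogenase that forms ethanol, had a mean of 1563 ± 524 on xylose and 1475 ± 750.0 in Glc5h (log2 0.16, adjusted p = 0.864).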

The latter two proteins are typically synthesised on non-fermentable carbon sources [49,50].

Overlaying the comparison of gene expression in the glucose repressed, derepressed and xylose-grown cells on the main metabolic network (Fig. 3) further demonstrates how the genes encoding activities of the TCA and glyoxylate cycles had higher expression profiles on xylose compared to the glucose repressed cells, whereas the opposite was observed with many genes of glycolysis and the PPP. 

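As lists, TCA and glyoxylate cycle genes were higher on xylose than in repressed glucose cells relative to all other genes, with some of their members passing, and the glycolysis list did not pass as processed. Of 16 tested TCA cycle genes, 7 were higher on xylose than in Glc5h (7 adjusted over the list alone, median log2 0.70, camera adjusted p = 7.91e-05, or 0.327 with an estimated correlation), 2 lower than in Glc24h (3 alone, median -0.20, or -0.58 with cyclic loess and -0.56 with quantile normalization, camera adjusted p = 0.0146, or 0.517 with an estimated correlation, 0.283 without Glc24h culture 0 and 0.104 without xylose culture 1, with 3.99e-07 to 0.283 over the alternatives) and 12 higher in Glc24h than in Glc5h (13 alone, median 1.28, camera adjusted p = 4.52e-06, or 0.293 with an estimated correlation). Of 5 glyoxylate cycle genes, 2 were higher on xylose than in Glc5h (2 alone, median 1.09, camera adjusted p = 0.00802, or 0.327 with an estimated correlation), 2 lower than in Glc24h (3 alone, median -1.58, camera adjusted p = 0.00705, or 0.318 with an estimated correlation) and 3 higher in Glc24h than in Glc5h (3 alone, median 2.68, camera adjusted p = 0.00315, or 0.329 with an estimated correlation). Of 5 gluconeogenesis genes, 2 were higher on xylose than in Glc5h (4 alone, median 1.09, camera adjusted p = 0.00802, or 0.327 with an estimated correlation), 2 lower than in Glc24h (3 alone, median -1.58, camera adjusted p = 0.00122, or 0.218 with an estimated correlation) and 4 higher in Glc24h than in Glc5h (5 alone, median 2.68, camera adjusted p = 0.000666, or 0.24 with an estimated correlation). The equal medians of these 2 lists are the values of 1 gene that both contain, MDH2 (YOL126C), cytosolic malate dehydrogenase (log2 2.68, adjusted p = 0.00463 for Glc24h against Glc5h). Of 16 glycolytic genes, 2 were higher on xylose than in Glc5h and none lower, also at an unadjusted p under 0.05 (limma, 2 higher alone, median -0.25 although camera's direction was upwards, median positive under quantile normalization and reference gene scaling, camera adjusted p = 0.513, or 0.0475 with quantile normalization, with 0.0475 to 0.966 over the alternatives), 3 were higher than in Glc24h (4 alone, median 0.72, or 0.11 with cyclic loess and 0.37 with quantile normalization, camera adjusted p = 5.71e-05, or 0.318 with an estimated correlation), and 2 were higher and 5 lower in Glc24h than in Glc5h (3 and 6 alone, median -0.72, or -0.11 with cyclic loess and -0.21 with quantile normalization, camera adjusted p = 0.099, or 0.0263 without Glc24h culture 0, with 0.0102 to 0.674 over the alternatives). With the fermentations as blocks these were 5 higher than in Glc24h, and 2 higher and 10 lower in Glc24h than in Glc5h (camera adjusted p = 0.0102).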

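In the pentose phosphate pathway several main enzymes were lowest in derepressed cells and minor isozymes lowest in repressed cells. TKL1 (YPR074C), the main transketolase, read 403 ± 120.2 in Glc5h, 97.5 ± 1.90 in Glc24h and 251 ± 26.9 in Xyl72h (SD, n = 3 cultures, log2 difference 1.36, standard error 0.20, adjusted p = 0.0116 for xylose against Glc24h; log2 -0.65, adjusted p = 0.0497 against Glc5h, which held in 7 of 23 alternatives, with adjusted p 0.00177 to 0.648). SOL3 (YHR163W), 6-phosphogluconolactonase, had the same course (log2 2.15, adjusted p = 0.00264 against Glc24h, and log2 -1.07, adjusted p = 0.0101 against Glc5h), and GND1 (YHR183W), 6-phosphogluconate dehydrogenase, was higher on xylose than in Glc24h (log2 1.78, adjusted p = 0.00519), at 602 ± 176, 131 ± 14.7 and 450.4 ± 3.71. The paralog TKL2 (YBR117C) read 16 in all 3 cultures of Glc5h, 193 ± 77.5 and 296 ± 80.7, at least 18.0-fold above Glc5h on xylose (adjusted p = 0.000223). GND2 (YGR256W), the second 6-phosphogluconate dehydrogenase, and NQM1 (YGR043C), the second transaldolase, were also above Glc5h (log2 3.36, adjusted p = 0.000927, and log2 3.64, adjusted p = 4.95e-05). Of 13 tested genes of the pathway, 3 were higher and 3 lower on xylose than in Glc5h (4 and 3 adjusted over the list alone, median 0.07, camera adjusted p = 0.195), 3 higher than in Glc24h (3 alone, median 0.51, camera adjusted p = 0.000715, or 0.218 with an estimated correlation), and 3 higher and 4 lower in Glc24h than in Glc5h (3 and 5 alone, median 0.40).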

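Storage carbohydrate genes join central metabolism at glucose 6-phosphate, and several were higher at 24 h on glucose and on xylose than in repressed cells. Of 20 tested genes of trehalose and glycogen, 12 were higher and 1 lower in Glc24h than in Glc5h (14 and 2 adjusted over the list alone, median log2 1.66, camera adjusted p = 0.000181, or 0.329 with an estimated correlation). On xylose 5 were higher and 2 lower than in Glc5h (14 and 2 alone, median 1.13, camera adjusted p = 0.00126, or 0.396 with an estimated correlation) and 1 lower than in Glc24h (1 alone, median -0.50, camera adjusted p = 0.00705, or 0.553 with an estimated correlation, and 0.0805 without Glc24h culture 0, with 0.00124 to 0.0805 over the alternatives), and 13 means stood between the glucose states. GPH1 (YPR160W), glycogen phosphorylase, read 32.7 ± 14.7 in Glc5h, 179 ± 42.6 in Glc24h and 176 ± 14.8 in Xyl72h (SD, n = 3 cultures, log2 difference 2.56, standard error 0.38, adjusted p = 0.00334 over Glc5h). PGM2 (YMR105C), phosphoglucomutase, and GDB1 (YPR184W), the glycogen debranching enzyme, were above Glc5h on xylose (log2 2.02, adjusted p = 0.0393, or 0.0589 with the fermentations as blocks and 0.00207 to 0.116 over the alternatives for PGM2, and log2 1.91, adjusted p = 0.0277 for GDB1). TSL1 (YML100W), GLC3 (YEL011W) and GSY2 (YLR258W), which make trehalose and glycogen, were higher in Glc24h than in Glc5h (adjusted p = 0.0125, 0.0287 and 0.0149) but did not pass on xylose (log2 1.25, 1.73 and 1.31 over Glc5h, adjusted p = 0.0795, 0.0891 and 0.0538).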

The differences indicated in the expression of all individual genes in Figure 3 were not statistically significant based on ANOVA, however, the analysis clearly illustrates the distinct trends in the expression of genes of individual pathways in the central carbon metabolism on xylose compared to the glucose repressed and derepressed cells.

**Figure 3:**
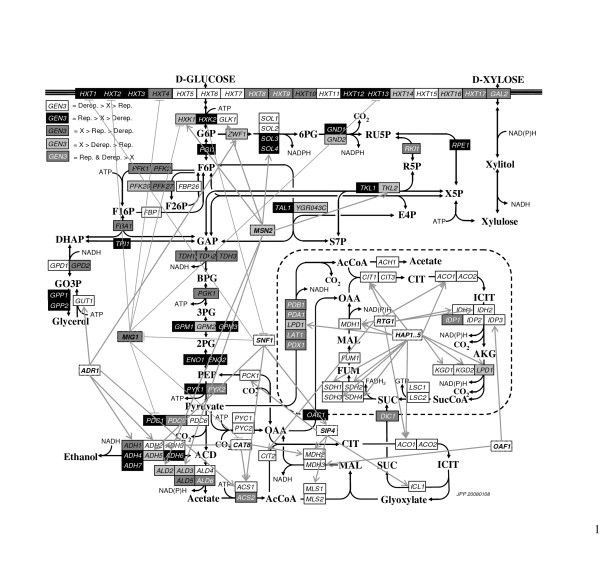
**Expression profiles of genes involved in the main metabolic networks of *S. cerevisiae*. **Transcription factors are presented with boldfacing and connected to the respective target genes with gray lines. The connections shown between transcription factors and their target genes are based on compilations in Yeast Proteome Database [70][80] and on the transcription factor binding network by Young and co-workers [82]. Expression of the genes presented in white boxes with black text was highest in the glucose derepressed cells (Derep.) and lowest in the glucose repressed cells (Rep.). Expression of the genes presented in black boxes with white text was highest in the glucose repressed cells and lowest in the glucose derepressed cells. Expression of the genes presented in dark gray boxes with black text was highest in the xylose-grown cells and lowest in the glucose derepressed cells. Expression of the genes presented in light gray boxes with black text was highest in the xylose-grown cells and lowest in the glucose repressed cells. Expression of the genes presented in gray boxes with white text was lowest in the xylose-grown cells. In addition to the genes shown in the figure, 89% of the genes (31 out of 35) annotated to GO category "Oxidative phosphorylation" and its daughter categories [33] had highest expression in the glucose derepressed cells, lowest expression in the glucose repressed cells and intermediate expression in the cells grown on xylose (data not shown).

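Some respiratory chain and ATP synthase genes were higher on xylose than in repressed glucose cells, and 1 differed between xylose and derepressed cells. Of 23 tested respiratory chain genes, 9 were higher on xylose than in Glc5h (9 adjusted over the list alone, median log2 0.80, camera adjusted p = 3.32e-06, or 0.327 with an estimated correlation), 1 was lower than in Glc24h (1 alone, median 0.10, negative under cyclic loess, quantile normalization and without percentile scaling, camera adjusted p = 0.643, or 0.00813 with cyclic loess and 0.0423 with quantile normalization, where the list was lower, with 0.00813 to 0.966 over the alternatives), and 8 were higher in Glc24h than in Glc5h (11 alone, median 0.68, camera adjusted p = 0.000138, or 0.329 with an estimated correlation). The gene lower than in Glc24h is NDE2. Of 15 ATP synthase genes, 3 were higher on xylose than in Glc5h (5 alone, median 0.65, camera adjusted p = 0.000565, or 0.356 with an estimated correlation), none differed from Glc24h in limma, or at an unadjusted p under 0.05 (median -0.10, or -0.43 with cyclic loess and -0.45 with quantile normalization, camera adjusted p = 0.643, or 0.00143 and 0.00403 with these, with 0.00143 to 0.958 over the alternatives), and 5 were higher in Glc24h than in Glc5h (5 alone, median 0.69, camera adjusted p = 0.000666, or 0.329 with an estimated correlation). With the fermentations as blocks, 14 respiratory chain and 8 ATP synthase genes were higher on xylose than in Glc5h, and 13 and 8 higher in Glc24h than in Glc5h. Over the 38 genes of both lists, the means stood in the order Glc5h below Xyl72h below Glc24h for 17 (44.7%). The number was 34 (89.5%) with cyclic loess or quantile normalization, 28 (73.7%) without percentile scaling, 21 (55.3%) with reference gene scaling, and 13 to 25 when single cultures were left out.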

In addition to Snf3p and Rgt2p, extracellular glucose is sensed via Gpr1p, which signals the presence of glucose via Gpa2p to the cyclic AMP-protein kinase A (cAMP-PKA) signalling pathway [51]. The glucose-induced activation of cAMP synthesis is subsequently repressed by glucose and therefore not considered to be operative during growth on glucose [52]. 

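Components of the cAMP-PKA pathway moved in both directions, with more rises than falls from repressed glucose cells. GPA2 (YER020W), the G-protein subunit that couples the glucose receptor to cAMP synthesis, read 80.1 ± 16.4 in Glc5h and 247 ± 99.1 in Glc24h (SD, n = 3 cultures), and xylose-grown cells were near Glc24h (log2 difference 1.33, standard error 0.31, adjusted p = 0.0198 over Glc5h). PDE1 (YGL248W), the low-affinity cAMP phosphodiesterase, read 59.0 ± 38.0, 164 ± 34.6 and 288 ± 4.85 (log2 2.49, adjusted p = 0.00529 over Glc5h). SOK2 (YMR016C), a regulator under protein kinase A, also passed (log2 0.96, adjusted p = 0.0371). The RAS genes, whose products activate adenylate cyclase, fell: RAS1 (YOR101W) from 49.6 ± 18.7 in Glc5h to 16.9 ± 1.29 on xylose (log2 -1.50, adjusted p = 0.00601) and RAS2 (YNL098C) from 139 ± 4.83 to 82.3 ± 9.20 (log2 -0.76, adjusted p = 0.00461). CYR1 (YJL005W), adenylate cyclase itself, was lower on xylose than in Glc24h (log2 -0.87, adjusted p = 0.0486), a call that held in 5 of 22 alternatives, with adjusted p 0.00162 to 0.158. Its signal was weak, at 17.6 ± 2.0 in Glc5h, 46.9 ± 10.8 in Glc24h and 25.3 ± 3.6 in Xyl72h. Another probe set of CYR1, somewhat brighter, did not pass in this comparison (log2 -0.53, adjusted p = 0.494).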

Most genes encoding components of the cAMP-PKA pathway had intermediate expression in the xylose-grown cells with highest expression in the glucose derepressed cells and lowest in the glucose repressed cells [Additional file 16]. Consistently, 52% of the genes (28/54 genes) repressed via this pathway in the presence of glucose had the same intermediate expression profile in the xylose-grown cells (data not shown).

### Some glucose repressible genes had their highest expression on xylose

*HXK1*, *HXT16 *and *SUC2*, which are all repressed by glucose via the Snf1p/Mig1p-pathway [42,53-55], had their highest expression levels in the xylose-grown cells (Fig. 2, cluster 4). 

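HXK1 (YFR053C), the hexokinase of cells without glucose, rose steeply on xylose over repressed cells. It read 58.9 ± 53.9 in Glc5h, 281 ± 44.7 in Glc24h and 651 ± 163 in Xyl72h (SD, n = 3 cultures, log2 difference 3.89, standard error 0.64, adjusted p = 0.00507 over Glc5h), and its xylose mean was above derepressed cells without passing the test (log2 1.20, adjusted p = 0.374). For SUC2 (YIL162W), invertase, the probe set that the rule for named genes selects lay at the floor on all arrays. Its 2 other probe sets were highest on xylose: the first read 16 in all 3 cultures of Glc5h, 37.4 ± 12.9 in Glc24h and 110.2 ± 5.56 in Xyl72h (at least log2 2.78 over Glc5h, adjusted p = 0.000298, and 1.61 over Glc24h, adjusted p = 0.00866). The second read 20.0 ± 5.36, 47.8 ± 13 and 161 ± 46.9 (log2 3.00 over Glc5h, adjusted p = 0.000627, and 1.75 over Glc24h, adjusted p = 0.0171).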

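The maltose permease genes MAL11 and MAL31 were at or near the floor in repressed cells and far above it in derepressed and xylose-grown cells. MAL11 (YGR289C), a maltose permease, read 17.5 ± 2.66 in Glc5h, 517 ± 271 in Glc24h and 856 ± 333 in Xyl72h (SD, n = 3 cultures, log2 difference 5.55, standard error 0.40, adjusted p = 0.000223 over Glc5h, and log2 0.78, adjusted p = 0.352 against Glc24h). MAL31 (YBR298C), another maltose permease, read 16 in all 3 cultures of Glc5h, 170.4 ± 82.4 and 328 ± 128, at least 19.5-fold above Glc5h on xylose (adjusted p = 0.00041) while the difference from Glc24h did not pass (log2 0.98, adjusted p = 0.192). The probe set shared by the maltase genes MAL12 and MAL32 read 16 in all 3 cultures of Glc5h, 248 ± 72.7 in Glc24h and 457 ± 194 in Xyl72h, at least 27.05-fold above Glc5h (adjusted p = 0.000168) and log2 0.84 from Glc24h (adjusted p = 0.18). Of 7 genes of maltose and sucrose use with a probe set of their own, 6 were tested, without SUC2, whose chosen probe set read 16 in all cultures, and 2 were higher on xylose than in Glc5h (2 adjusted over the list alone, median log2 0.49, camera adjusted p = 0.00927, or 0.327 with an estimated correlation), none differed from Glc24h in limma (1 higher and 1 lower at an unadjusted p under 0.05, median 0.18, camera adjusted p = 0.603), and 3 were higher in Glc24h than in Glc5h (3 alone, median 0.68, camera adjusted p = 0.0251, or 0.329 with an estimated correlation and 0.13 with reference gene scaling). For 4 of the 6 the lower state lay at the floor in both comparisons with Glc5h, so these 2 medians are not exact differences. Of the 22 open reading frames the paper's supplement lists for cluster 6, 20 have a tested probe set, all 20 were higher on xylose than in Glc5h (median log2 at least 4.18, since Glc5h lay wholly at the floor for 10 of them) and 1 differed between xylose and Glc24h (median 0.07). The paper formed this cluster from the same arrays, so these counts are no independent evidence.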

*MAL11*, *MAL31*, and *MAL32*, encoding activities for the utilisation of maltose and representing classical prototype genes of glucose repression by Mig1p, were also relieved from glucose repression (Fig. 2, cluster 6). This was observed despite the fact that *GAL83 *encoding one of the β-subunits of the Snf1 kinase complex and enabling nuclear localisation of the kinase in the presence of non-fermentable carbon sources [56] had its lowest expression in the cells grown on xylose (Fig. 2, cluster 3), as if xylose was perceived as a fermentable, repressive carbon source.

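GAL83 (YER027C) was lowest on xylose, with signals of 65.2 ± 8.58 in Glc5h, 45.8 ± 7.51 in Glc24h and 25.1 ± 2.98 in Xyl72h (SD, n = 3 cultures). Xylose-grown cells were below repressed cells by log2 -1.37 (standard error 0.17, adjusted p = 0.00179). The difference from derepressed cells, -0.86 (adjusted p = 0.0318, or 0.0538 with the fermentations as blocks), held in 10 of 23 alternatives, with adjusted p 0.000126 to 0.116. Among 16 tested genes of the Snf1 and Mig1 pathway, 2 were higher and 3 lower on xylose than in Glc5h (2 and 3 adjusted over the list alone, median log2 -0.14, positive under reference gene scaling and upwards in camera; camera adjusted p = 0.964), 1 higher and 2 lower than in Glc24h (1 and 3 alone, median -0.25, camera adjusted p = 0.04, or 0.219 with an estimated correlation, a call held in 7 of 24 alternatives, with 0.0172 to 0.102, and lost without Glc5h culture 0, 1 or 2, Glc24h culture 0 or 1 or xylose culture 1 or 2), and 4 higher and 2 lower in Glc24h than in Glc5h (4 and 3 alone, median -0.09, positive under reference gene scaling and without percentile scaling, camera adjusted p = 0.589). NRG1 (YDR043C), a glucose-dependent repressor, was higher on xylose than in Glc5h (log2 0.63, adjusted p = 0.0243), and this held in 13 of 22 alternatives, with adjusted p 0.000159 to 0.0843.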

### Growth on xylose affected expression of genes in the pathways of acetyl-CoA synthesis and consumption

The metabolic pathway responsible for the cytoplasmic synthesis of acetyl-CoA from ethanol involves alcohol dehydrogenase 2, cytoplasmic aldehyde dehydrogenase 6, and acetyl-CoA synthase encoded by *ADH2*, *ALD6 *and *ACS1*, respectively. *ADH2 *and *ACS1*, and the genes encoding the two transcription factors, Adr1p and Cat8p, which regulate their expression [57] had higher transcript levels on xylose compared to the glucose repressed cells (Fig. 2, cluster 2). However, expression of *ALD6 *was lower on xylose compared with the glucose repressed and derepressed cells (Fig. 2, cluster 5), as was the abundance of two isoforms of Ald6p in the proteome analysis (Table 2) [Additional file 15]. 

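ACS1 and both activators were higher in xylose-grown than in repressed cells. ACS1 (YAL054C), acetyl-CoA synthetase, read 23.4 ± 5.07 in Glc5h, 755 ± 273 in Glc24h and 142 ± 28.5 in Xyl72h (SD, n = 3 cultures, log2 difference 2.60, standard error 0.29, adjusted p = 0.00116 over Glc5h, and log2 -2.37, adjusted p = 0.00583 against Glc24h). ADR1 (YDR216W) read 16 in all 3 cultures of Glc5h, 49.5 ± 5.32 and 35.6 ± 5.78, at least 2.21-fold above Glc5h on xylose (adjusted p = 0.00168) and below Glc24h without passing (log2 -0.48, adjusted p = 0.102). CAT8 (YMR280C) read 16 in all 3 cultures of Glc5h, 64.5 ± 7.70 and 26.6 ± 7.93, at least 1.62-fold above Glc5h on xylose (adjusted p = 0.0435), a call that held in 7 of 22 alternatives, with adjusted p 0.0117 to 0.144, and below Glc24h (log2 -1.31, adjusted p = 0.0155).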

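ALD6 (YPL061W), the cytosolic acetaldehyde dehydrogenase, was strongly expressed in both glucose states and dropped on xylose. Its signal was 398 ± 125 in Glc5h, 484 ± 181 in Glc24h and 83.5 ± 2.34 in Xyl72h (SD, n = 3 cultures). Xylose-grown cells were below repressed cells (log2 difference -2.21, standard error 0.30, adjusted p = 0.00243) and below derepressed cells (log2 -2.47, adjusted p = 0.00568), and the difference between the glucose states did not pass (log2 0.27, adjusted p = 0.525). Of 17 tested genes of ethanol and acetyl-CoA metabolism, 5 were higher and 3 lower on xylose than in Glc5h (5 and 3 adjusted over the list alone, median log2 0.66, camera adjusted p = 0.106), 1 higher and 4 lower than in Glc24h (3 and 4 alone, median 0.27 although camera's direction was downwards, camera adjusted p = 0.88), and 4 higher and 4 lower in Glc24h than in Glc5h (4 and 4 alone, median 0.35, camera adjusted p = 0.28). PDC5 (YLR134W), a pyruvate decarboxylase isozyme, was also low on xylose (log2 -1.63, adjusted p = 0.00369 against Glc5h; log2 -1.26, adjusted p = 0.0304 against Glc24h, which held in 16 of 23 alternatives, with adjusted p 0.000224 to 0.106).

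**Figure D3:**
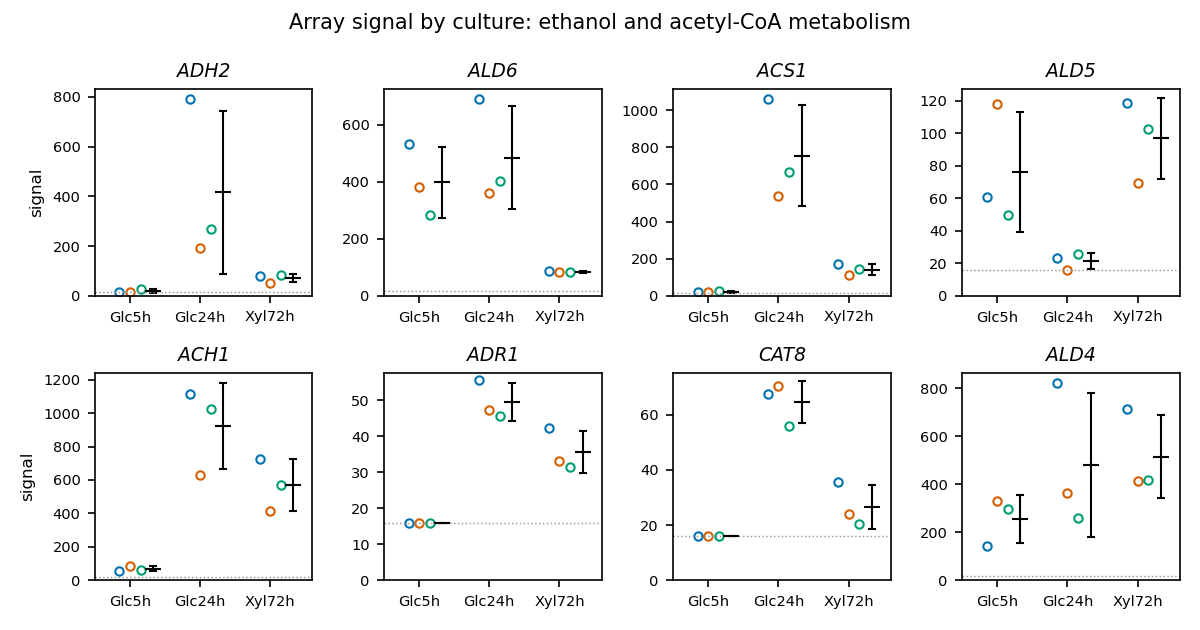
Array signal (linear, arbitrary units, each axis from 0) of ADH2, ALD6, ACS1, ALD5, ACH1, ADR1, CAT8 and ALD4 in Glc5h, Glc24h and Xyl72h. Circles are the 3 cultures, coloured by fermentation number, black bars the mean ± SD and the dotted line the floor of 16; ALD6 has its lowest mean on xylose and ACS1 its highest in Glc24h.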

*ALD5 *encoding a mitochondrial, NADPH-dependent isoform of acetaldehyde dehydrogenase [58], was up-regulated on xylose (Fig. 2, cluster 7). 

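ALD5 (YER073W) was expressed on xylose at about its repressed level and was low in derepressed cells. The signal was 76.1 ± 36.6 in Glc5h, 21.5 ± 4.94 in Glc24h and 96.8 ± 25.0 in Xyl72h (SD, n = 3 cultures). The increase over derepressed cells, log2 2.16 (standard error 0.36, adjusted p = 0.0186), held in 19 of 23 alternatives, with adjusted p 3.93e-05 to 0.0661, and the difference from repressed cells did not pass (log2 0.42, adjusted p = 0.448). ALD4 (YOR374W), another mitochondrial isoform, had means of 256 ± 99.4, 480.4 ± 299.6 and 515 ± 172, with no comparison passing (log2 1.05, adjusted p = 0.166 for xylose over Glc5h, and log2 0.23, adjusted p = 0.927 over Glc24h).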

In the proteome analysis, Ald4p, another mitochondrial, NADPH-dependent isoform, had its highest abundance on xylose (Table 2) [Additional file 15]. 

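Transcripts of ACH1 (YBL015W), which transfers coenzyme A between acetate and other acids, were higher in Glc24h and in Xyl72h than in Glc5h. Signals were 67.4 ± 14.9 in Glc5h, 923 ± 259 in Glc24h and 569 ± 157 in Xyl72h (SD, n = 3 cultures). The increase over repressed cells was log2 3.06 on xylose (standard error 0.30, adjusted p = 0.000676) and 3.75 at 24 h on glucose (adjusted p = 0.000197). The difference between xylose and derepressed cells did not pass (log2 -0.69, adjusted p = 0.261).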

The expression of glucose repressed *ACH1*, encoding a mitochondrial acetyl-CoA hydrolase [59], had higher transcription on xylose compared to the glucose repressed cells (Fig. 2, cluster 2), which was also reflected in the abundance of Ach1p (Table 2) [Additional file 15].

### Distinct phosphorylation patterns of some major glycolytic enzymes on xylose and glucose

Interestingly, several glycolytic enzymes (*i.e*. Hxk2p, Pgk1p, Eno1p, Eno2p) had post-translationally modified forms with different abundances in the xylose-grown and glucose repressed and derepressed cells (Table 2) [Additional files 14, 15 and 17]. The fluorescent phosphoprotein-specific Pro-Q Diamond stain revealed reproducible, distinct patterns of phosphorylated forms of Hxk2p, Glk1p, Eno1p and Eno2p that were present in different relative quantities in the three different conditions studied (normalised to the total amount of each protein; Fig. 4) [Additional file 17]. Both Eno1p and Eno2p had three phosphorylated pI forms with different abundances in the xylose- and glucose grown cells (Fig. 4). The expression of *ENO1 *was expected to be repressed by glucose, but both *ENO1 *and *ENO2 *should be expressed during growth on non-fermentable carbon sources [49]. Two phosphorylated isoforms were identified for Glk1p and three for Hxk2p (Fig. 4). *GLK1 *should be expressed during growth on non-fermentable carbon sources and Hxk2p should be dominant during growth on glucose [55]. 

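ENO1 (YGR254W), an enolase gene, passed the test in no comparison of the 3 states, and GLK1 (YCL040W), glucokinase, was higher in both states without glucose. The signal of ENO1 was 1652 ± 489 in Glc5h, 1128 ± 587 in Glc24h and 1815 ± 781 in Xyl72h (SD, n = 3 cultures, log2 0.09, adjusted p = 0.94 for xylose over Glc5h, log2 0.74, adjusted p = 0.465 over Glc24h, and log2 -0.65, adjusted p = 0.33 for Glc24h over Glc5h). GLK1 read 206 ± 96.9, 627 ± 220.2 and 721 ± 275. Its increase over repressed cells was 1.86 on xylose (standard error 0.44, adjusted p = 0.0201), which held in 19 of 23 alternatives, with adjusted p 9.92e-05 to 0.0676, and 1.66 at 24 h on glucose (adjusted p = 0.0232). Between xylose and derepressed cells GLK1 did not pass (log2 0.19, adjusted p = 0.933).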

The expression of *ENO1 *and *GLK1 *did not significantly change between the three samples studied.

**Figure 4:**
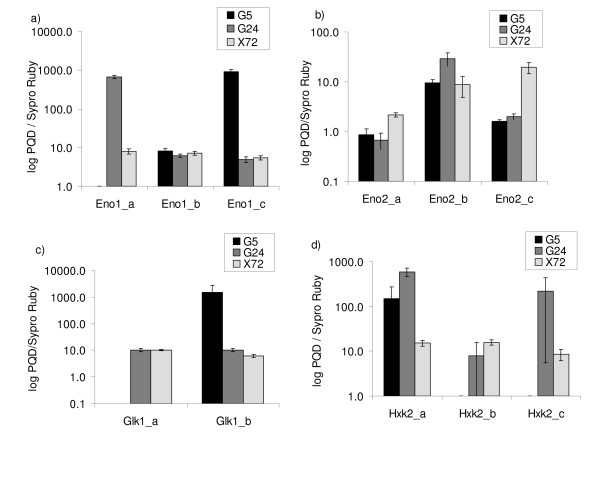
**Log-scale ratio of intensity of Pro-Q Diamond phosphoprotein stain to Sypro Ruby signal (total protein amount) of phosphorylated a) enolase 1, b) enolase 2, c) glucokinase, and d) hexokinase 2 protein isoforms identified from 2-DE gel analyses (a to c refer to different isoforms on gels). **G5 = cells after 5 h on glucose; G24 = cells after 24 h on glucose; X72 = cells after 72 h on xylose.

## Discussion

Transcription of a number of genes involved in the utilisation of alternative or non-fermentative carbon sources are repressed in the presence of glucose and derepressed in its absence [60]. Glucose sensing, signalling, and repression are thus closely linked to respirative and fermentative modes of metabolism. Accordingly, the way the cell recognises, senses, and signals the presence of xylose must affect the efficiency of its utilisation and fermentation. Previous studies of xylose-metabolising *S. cerevisiae *have suggested that xylose has a repressing effect on gene expression [21,61,62]. The results of the present study show that the expression of several genes repressed via the Snf1p/Mig1p glucose repression pathway *i.e*. genes encoding respiratory, TCA, glyoxylate cycle and gluconeogenic enzymes was lower during growth on xylose than in derepressed glucose-grown cells (24 h in Fig. 1). However, expression of these genes was higher than observed in glucose repressed cells (5 h in Fig. 1). On the other hand, some genes of the PPP and glycolysis and those typically expressed on non-fermentable carbon sources (*e.g. HXK1*, *SUC2*, *PFK26 *and some *MAL*-genes) showed increased expression in the cells growing on xylose. Thus, during xylose metabolism a mixed profile of gene expression was observed, suggesting that xylose does not activate all the glucose repression pathways in the same way as glucose.

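PFK26 (YIL107C), which makes the activator of phosphofructokinase, rose on xylose from 21.3 ± 9.23 in Glc5h to 96.8 ± 12.9 in Xyl72h (SD, n = 3 cultures). This was a log2 difference of 2.26 (standard error 0.30, adjusted p = 0.00237). Derepressed glucose cells, at 76.0 ± 16.3, had a similar level (log2 0.36, adjusted p = 0.619 for xylose against Glc24h).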

The mechanisms of signal transduction by xylose are still unknown. It has been suggested that some hexose or triose phosphates derived from glycolysis [63,64] are involved in the regulation of gene expression, at least in lower glycolysis. The cellular concentration of hexose phosphates depends on the rate of glycolysis [65], but a correlation between the repression of genes and the concentration of hexose or triose phosphates on different carbon sources has not been shown [62]. When xylose is the main carbon source glycolytic flux to pyruvate is lower than for cells growing on glucose [14,66]. This may contribute to the observed higher expression of genes repressed via Snf1p/Mig1p in the xylose-grown cells, as Mig1p is expected to be totally dephosphorylated (and thus to repress its target genes) only at high glycolytic rates [67].

In recent studies, growth rate has been shown to affect the levels of transcripts, proteins and metabolites [68,69]. It could thus be argued that the intermediate expression level of many glucose repressed genes in the xylose-grown cells, compared with the glucose repressed and derepressed cells, is due to the different growth rate on xylose. Comparison of the present data with the data of growth rate regulated genes and proteins described in studies of Regenberg *et al*., 2006 and Castrillo *et al*., 2007, showed, however, that a majority (roughly 90%) of these genes and proteins (in clusters 1 and 2, Fig. 2) were with unknown function or associated with processes such as translation, RNA metabolism, ribosome biogenesis, amino acid metabolism, and stress, and not with the central pathways of carbon metabolism or glucose sensing and repression [68,69]. Additionally, in our previous chemostat studies, TCA cycle genes had a lower expression level on a mixture of xylose and glucose (27 and 3 g l^-1^, respectively) than under glucose limitation (10 g l^-1^) at the same specific growth rate suggesting that xylose had a repressive effect on the expression of these genes [21]. This supports the assumption that the lower growth rate is not the sole explanation for the only partial repression of the glucose repressed genes on xylose. The intermediate expression on xylose of respiratory, TCA and glyoxylate cycle genes was probably neither due to the lower concentration of ethanol on xylose compared with the glucose derepressed cells since Belinchón and Gancedo, (2003) showed that in a recombinant, xylose-metabolising *S. cerevisiae *strain, even in the presence of ethanol, xylose decreased the expression of *ICL1 *and *FBP1 *compared with derepressed, ethanol-grown cells [62]. Contradictorily, Jin *et al*., (2004), comparing the transcriptome of xylose-grown cells to that of glucose repressed cells, stated that xylose is not a repressive carbon source [17]. Their study, however, lacked the comparison of xylose-grown cells to fully derepressed cells, whereas comparison of the xylose-grown cells to the derepressed cells in the present study showed that xylose decreased the expression of several genes repressed by glucose via the Snf1p/Mig1p-pathway.

Yet another possibility for the intermediate expression in xylose-grown cells may be the way cAMP-PKA mediated pathways function on xylose. In the present study, over 50% of the genes repressible via this pathway [70] were expressed in xylose-grown cells at levels lower than those in glucose derepressed cells but above those in glucose repressed cells [Additional file 16]. Glucose is sensed by the receptor Gpr1p that initiates a signalling cascade leading to stimulation of fermentation. In the study of Rolland *et. al*., (2000) xylose (100 mM) was not sensed by Gpr1p [71]. In the present work, xylose was 210 mM at the time of sampling, and possibly even a higher concentration is needed for Gpr1p to sense this sugar. Furthermore, full activation of cAMP synthesis by glucose requires phosphorylation of glucose by Hxk1p, Hxk2p or Glk1p [71], which does not occur on xylose.

Glucose is also sensed at high and low concentrations, respectively by Rgt2p and Snf3p sensors. In glucose-grown cells the signal leads to induction of the *HXT *genes encoding glucose transporters by relieve of repression by Rgt1p through degradation of its co-repressors Mth1p and Std1p [43,72]. The Snf1p/Mig1p repression pathway contributes to glucose induction of *HXT *genes by repressing *SNF3 *and *MTH1 *[46]. The induction of *MTH1 *and only partial repression of *SNF3 *in the xylose-grown cells shows again that the glucose repression pathway via Snf1p/Mig1p does not operate to the same extent on xylose as it does on glucose. However, the expression profile of *SNF3 *and the highest expression of *RGT2 *in xylose-grown cells suggest that these sensors detect extracellular xylose.

Changes were observed in the expression of genes of acetaldehyde and acetyl-CoA metabolism. The increased expression of *ACS1 *and *ALD5*, and increased abundance of Ald4p suggest that acetaldehyde was utilised for growth instead of ethanol production during metabolism of xylose. The observed higher expression of *ACH1*, encoding the glucose repressed mitochondrial acetyl-CoA hydrolase, suggests that mitochondrial acetate concentration was perhaps elevated in xylose-grown cells compared with the glucose repressed cells. The changes may also reflect regulation of intracellular redox balance between the cytosol and mitochondria, since oxidation of acetaldehyde to acetate by Ald6p or Ald4/5p provides cytosolic and mitochondrial NADPH, respectively [73].

Jin *et al*., (2004) observed no change in the expression levels of genes encoding glycolytic enzymes in a xylose-utilising *S. cerevisiae *strain when xylose was provided as a carbon source instead of glucose in shake flask cultures [17]. In the present study, some of these genes had increased expression, and the proteome showed higher abundance of several glycolytic enzymes on xylose compared with either the glucose repressed or derepressed cells. Several recent studies suggest that regulation of glycolysis in *S. cerevisiae *occurs mainly at post-translational levels at least when aerobic and anaerobic conditions are compared, or ethanol and acetate are supplied instead of glucose [74-76]. Supporting these findings, the proteome analysis of the present study revealed that the relative abundance of different isoforms of some glycolytic enzymes correlated with the carbon source. Distinct patterns of phosphorylation of hexokinase 2, glucokinase and enolase in cells grown on xylose or glucose suggested that these enzymes were regulated differently by phosphorylation in the glucose repressed and derepressed cells, and in the cells grown on xylose. Apart from Hxk2p, pyruvate kinase (Pyk1/2p), and the regulatory Pfk26/27p [77,78] there is little information on the phosphorylation of glycolytic enzymes. It has been shown that Hxk2p is dephosphorylated on fermentable carbon sources, whereas both phosphorylated and dephosphorylated forms exist on poorly fermentable carbon sources [79]. The present data showed that only one of the three phosphorylated forms of Hxk2p was present in glucose repressed cells whereas the other two were present only in glucose derepressed cells and cells grown on xylose. This suggests that xylose was sensed rather as a non-fermentable carbon source. It is tempting to speculate that phosphorylation of also other glycolytic enzymes than the three kinases would be a yet poorly understood means to modulate the activity of glycolysis. However, phosphorylation may also relate to the role of these proteins in other cellular processes [80].

The present study shows that several genes that are subject to glucose repression were expressed during batch growth on xylose at levels intermediate between those in glucose repressed and derepressed cells. This suggests that cells growing on xylose do not have the appropriate expression levels of certain genes that may be one reason why they do not ferment xylose as fast as glucose. The results are consistent with the hypothesis that xylose does not activate all the glucose repression pathways in the same way as glucose, clearly indicating that this is an interesting area for further research towards improving xylose fermentation.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

LS participated in the design of the study, performed the batch fermentations, RNA isolations and 2-D gel based proteome analyses, analysed the data and wrote the paper together with LR. MK carried out the statistical analysis of transcription and proteome data. RS carried out the mass spectrometric identification of proteins. JPP carried out the analysis presented in Figure 3 and commented the paper. MP participated in the design of the study. LR participated in the design of the study and wrote the paper together with LS. All authors have read and approved the final manuscript.

## Supplementary Material

Additional file 1 Pearson correlation coefficient values between the biological and technical replicate arrays from samples of glucose fermentations. The data provided shows the Pearson correlation coefficient values between the biological and technical replicate arrays of from samples of glucose fermentations (Glc5h and Glc24h). Click here for file

Additional file 2 Pearson correlation coefficient values between the biological and technical replicate arrays of samples from xylose fermentations. The data provided shows the Pearson correlation coefficient values between the biological and technical replicate arrays of xylose samples from fermentations (Xyl72h). Click here for file

Additional file 3 Scatterplots of RMA pre-processed arrays from cells grown on glucose for 5 h. The figure provided represents the scatterplots of the expression values of the replicate microarrays hybridised with the samples derived from cells grown on glucose for 5 h. Click here for file

Additional file 4 Scatterplots of RMA pre-processed arrays from cells grown on glucose for 24 h. The figure provided represents the scatterplots of the expression values of the replicate microarrays hybridised with the samples derived from cells grown on glucose for 24 h. Click here for file

Additional file 5 Scatterplots of RMA pre-processed arrays from cells grown on xylose for 72 h. The figure provided represents the scatterplots of the expression values of the replicate microarrays hybridised with the samples derived from cells grown on xylose for 72 h. Click here for file

Additional file 6 Cluster 1. List of open reading frames in cluster 1 shown in Fig. 2 of the paper. Click here for file

Additional file 7 Cluster 2. List of open reading frames in cluster 2 shown in Fig. 2 of the paper. Click here for file

Additional file 8 Cluster 3. List of open reading frames in cluster 3 shown in Fig. 2 of the paper. Click here for file

Additional file 9 Cluster 4. List of open reading frames of in cluster 4 shown in Fig. 2 of the paper. Click here for file

Additional file 10 Cluster 5. List of open reading frames in cluster 5 shown in Fig. 2 of the paper. Click here for file

Additional file 11 Cluster 6. List of open reading frames of in cluster 6 shown in Fig. 2 of the paper. Click here for file

Additional file 12 Cluster 7. List of open reading frames in cluster 7 shown in Fig. 2 of the paper. Click here for file

Additional file 13 Cluster 8. List of open reading frames in cluster 8 shown in Fig. 2 of the paper. Click here for file

Additional file 14 Image of the 11% SDS-PAGE 2-DE-gel. The image of the 2-DE-gel showing the locations of the seventy protein spots, which had different abundance in cells growing on glucose or xylose. Click here for file

Additional file 15 Clustering of the proteome data. The figure shows seventy proteins, which were differentially translated in the glucose repressed, glucose derepressed and xylose-grown cells and clustered by using hierarchical clustering with Euclidean distance and average linkage. Click here for file

Additional file 16 Expression profiles of genes involved in cyclic AMP – phosphokinase A pathway (cAMP-PKA) of *S. cerevisiae*. The figure provided shows the expression trend of genes involved in cyclic AMP – phosphokinase A pathway in cells grown on glucose for 5 or 24 h or on xylose for 72 h. Click here for file

Additional file 17 Images of 2-DE gels with phosphorylated proteins. Images of 2-DE gels showing the locations of Hxk2p, Glk1p, Eno2p and Eno1p in samples from cells grown for 72 h on xylose and for 5 h on glucose and stained either with phosphoprotein specific Pro-Q Diamond or Sypro Ruby. Click here for file

# Supplementary material for: Regulation of xylose metabolism in recombinant Saccharomyces cerevisiae
**Source:** Microb Cell Fact. 2008 Jun 4;7:18. doi: 10.1186/1475-2859-7-18
**Supplement:** Additional file 1 — Pearson correlation coefficient values between the biological and technical replicate arrays from samples of glucose fermentations. The data provided shows the Pearson correlation coefficient values between the biological and technical replicate arrays of from samples of glucose fermentations (Glc5h and Glc24h).

**Additional file 1.** Pearson correlation coefficient values between the biological and technical replicate arrays of glucose fermentations (Glc5h and Glc24h). 

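The coefficients compare whole arrays of the glucose cultures, first between fermentations and then between the 3 hybridisations of the samples of fermentation 2. Over the 5877 tested probe sets, log2 signals of different Glc5h cultures correlated at 0.903 to 0.949 (7 pairs of arrays) and those of different Glc24h cultures at 0.882 to 0.94 (7 pairs). Repeated hybridisations of the same sample correlated at 0.989 to 0.99 for Glc5h and 0.986 to 0.99 for Glc24h (3 pairs each). Over the probe sets above the median signal, different cultures correlated at 0.861 to 0.934 for Glc5h and 0.794 to 0.906 for Glc24h.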

H0, H1, H2 correspond to the first, second and third biological replicate and H2.1, H2.2 and H2.3 to the first, second and third technical replicate.

|  | Glc5h | | | |  | Glc24h | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | H1 | H2.1 | H2.2 | H2.3 |  | H1 | H2.1 | H2.2 | H2.3 |
| H0 | 0.96 | 0.95 | 0.95 | 0.95 |  | 0.94 | 0.97 | 0.97 | 0.97 |
| H1 | - | 0.96 | 0.97 | 0.97 |  | - | 0.94 | 0.95 | 0.95 |
| H2.1 | - | - | 1.00 | 1.00 |  | - | - | 0.99 | 0.99 |
| H2.2 | - | - | - | 1.00 |  | - | - | - | 1.00 |

# Supplementary material for: Regulation of xylose metabolism in recombinant Saccharomyces cerevisiae
**Source:** Microb Cell Fact. 2008 Jun 4;7:18. doi: 10.1186/1475-2859-7-18
**Supplement:** Additional file 2 — Pearson correlation coefficient values between the biological and technical replicate arrays of samples from xylose fermentations. The data provided shows the Pearson correlation coefficient values between the biological and technical replicate arrays of xylose samples from fermentations (Xyl72h).

**Additional file 2.** Pearson correlation coefficient values between the biological and technical replicate arrays of xylose fermentations (Xyl72h) (Notations as in Table 1).

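For the xylose cultures, different fermentations correlated at 0.951 to 0.958 over the same probe sets (7 pairs of arrays, log2 signals). The 3 hybridisations of the xylose sample of fermentation 2 correlated at 0.989 to 0.991. Over those above the median signal, arrays of different xylose cultures correlated at 0.913 to 0.925.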

|  | Xyl72h | | | |
| --- | --- | --- | --- | --- |
|  | H1 | H2.1 | H2.2 | H2.3 |
| H0 | 0.98 | 0.97 | 0.97 | 0.97 |
| H1 | - | 0.98 | 0.98 | 0.98 |
| H2.1 | - | - | 0.99 | 0.99 |
| H2.2 | - | - | - | 1.00 |

# Supplementary material for: Regulation of xylose metabolism in recombinant Saccharomyces cerevisiae
**Source:** Microb Cell Fact. 2008 Jun 4;7:18. doi: 10.1186/1475-2859-7-18

**Additional file 3.** Scatterplots of RMA pre-processed arrays from cells grown on glucose for 5 h. On y and x-axes are the expression values in a log2-scale. H0, H1, H2 correspond to the first, second and third biological replicate and H2.1, H2.2 and H2.3 to the first, second and third technical replicate.

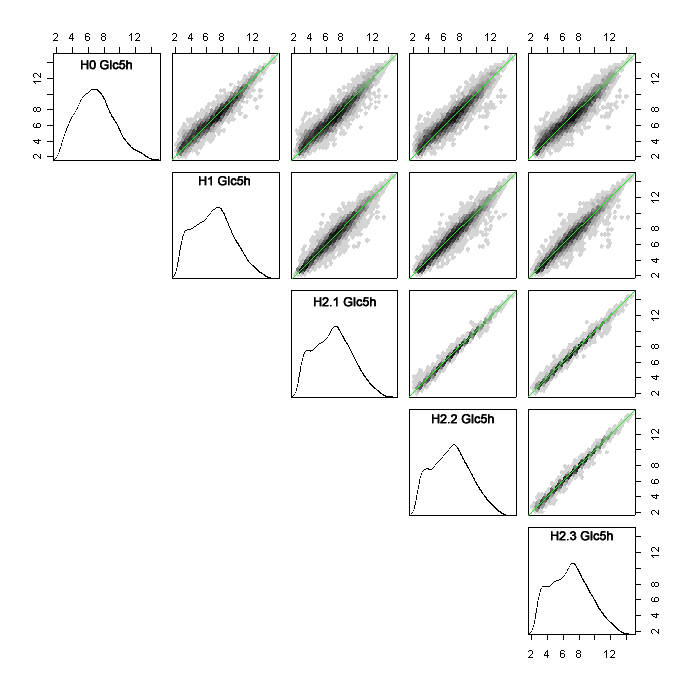

**Supplement:** Additional file 3 — Scatterplots of RMA pre-processed arrays from cells grown on glucose for 5 h. The figure provided represents the scatterplots of the expression values of the replicate microarrays hybridised with the samples derived from cells grown on glucose for 5 h.

# Supplementary material for: Regulation of xylose metabolism in recombinant Saccharomyces cerevisiae
**Source:** Microb Cell Fact. 2008 Jun 4;7:18. doi: 10.1186/1475-2859-7-18
**Supplement:** Additional file 4 — Scatterplots of RMA pre-processed arrays from cells grown on glucose for 24 h. The figure provided represents the scatterplots of the expression values of the replicate microarrays hybridised with the samples derived from cells grown on glucose for 24 h.

**Additional file 4.** Scatterplots of RMA pre-processed arrays from cells grown on glucose for 24 h. On y and x-axes are the expression values in a log2-scale. H0, H1, H2 correspond to the first, second and third biological replicate and H2.1, H2.2 and H2.3 to the first, second and third technical replicate.

**
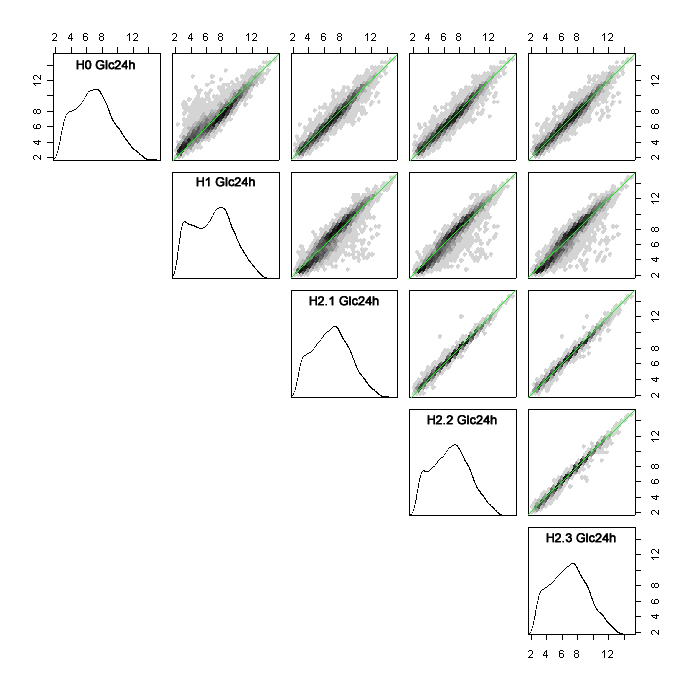
**

# Supplementary material for: Regulation of xylose metabolism in recombinant Saccharomyces cerevisiae
**Source:** Microb Cell Fact. 2008 Jun 4;7:18. doi: 10.1186/1475-2859-7-18
**Supplement:** Additional file 5 — Scatterplots of RMA pre-processed arrays from cells grown on xylose for 72 h. The figure provided represents the scatterplots of the expression values of the replicate microarrays hybridised with the samples derived from cells grown on xylose for 72 h.

**Additional file 5.** Scatterplots of RMA pre-processed arrays from cells grown on xylose for 72 h. On y and x-axes are the expression values in a log2-scale. H0, H1, H2 correspond to the first, second and third biological replicate and H2.1, H2.2 and H2.3 to the first, second and third technical replicate.

**
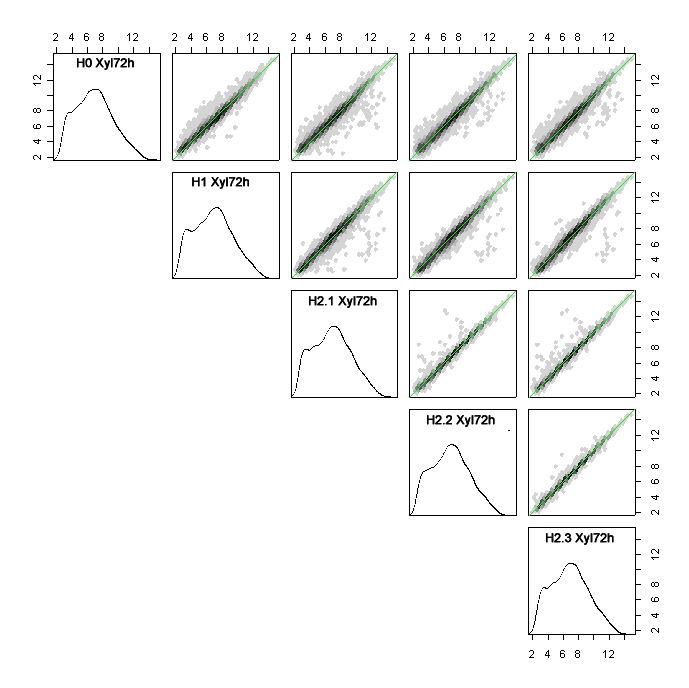
**

# Supplementary material for: Regulation of xylose metabolism in recombinant Saccharomyces cerevisiae
**Source:** Microb Cell Fact. 2008 Jun 4;7:18. doi: 10.1186/1475-2859-7-18
**Supplement:** Additional file 6 — Cluster 1. List of open reading frames in cluster 1 shown in Fig. 2 of the paper.

Additional file 6.

# Supplementary material for: Regulation of xylose metabolism in recombinant Saccharomyces cerevisiae
**Source:** Microb Cell Fact. 2008 Jun 4;7:18. doi: 10.1186/1475-2859-7-18
**Supplement:** Additional file 7 — Cluster 2. List of open reading frames in cluster 2 shown in Fig. 2 of the paper.

### Additional file 7.

# Supplementary material for: Regulation of xylose metabolism in recombinant Saccharomyces cerevisiae
**Source:** Microb Cell Fact. 2008 Jun 4;7:18. doi: 10.1186/1475-2859-7-18
**Supplement:** Additional file 8 — Cluster 3. List of open reading frames in cluster 3 shown in Fig. 2 of the paper.

### Additional file 8.

# Supplementary material for: Regulation of xylose metabolism in recombinant Saccharomyces cerevisiae
**Source:** Microb Cell Fact. 2008 Jun 4;7:18. doi: 10.1186/1475-2859-7-18
**Supplement:** Additional file 9 — Cluster 4. List of open reading frames of in cluster 4 shown in Fig. 2 of the paper.

### Additional file 9.

# Supplementary material for: Regulation of xylose metabolism in recombinant Saccharomyces cerevisiae
**Source:** Microb Cell Fact. 2008 Jun 4;7:18. doi: 10.1186/1475-2859-7-18
**Supplement:** Additional file 10 — Cluster 5. List of open reading frames in cluster 5 shown in Fig. 2 of the paper.

### Additional file 10.

| **ORF** | Gene | **Process** | **Function** |
| --- | --- | --- | --- |
| YLL008W | *DRS1* | 35S primary transcript processing | ATP-dependent RNA helicase activity |
| YPL061W | *ALD6* | acetate biosynthesis | aldehyde dehydrogenase activity |
| YHL036W | *MUP3* | amino acid transport | L-methionine transporter activity |
| YBL029W |  | biological process unknown | molecular function unknown |
| YLL055W |  | biological process unknown | ion transporter activity |
| YOL164W | *BDS1* | dodecyl sulfate metabolism | arylsulfatase activity |
| YEL065W | *SIT1* | iron ion homeostasis | siderophore-iron (ferrioxamine) uptake  transporter activity |
| YNL277W | *MET2* | methionine biosynthesis | homoserine O-acetyltransferase activity |
| YDR502C | *SAM2* | methionine metabolism | methionine adenosyltransferase activity |
| YKL001C | *MET14* | methionine metabolism | adenylylsulfate kinase activity |
| YDR497C | *ITR1* | myo-inositol transport | myo-inositol transporter activity |
| YPR194C | *OPT2* | oligopeptide transport | oligopeptide transporter activity |
| YOR095C | *RKI1* | pentose-phosphate shunt | ribose-5-phosphate isomerase activity |
| YLL028W | *TPO1* | polyamine transport | spermine transporter activity |
| YER042W | *MXR1* | response to oxidative stress | protein-methionine-S-oxide reductase activity |
| YPL274W | *SAM3* | S-adenosylmethionine transport | S-adenosylmethionine transporter activity |
| YLL061W | *MMP1* | S-methylmethionine transport | S-methylmethionine transporter activity |
| YDR253C | *MET32* | sulfur amino acid metabolism | DNA binding |
| YJL212C | *OPT1* | sulfur metabolism | oligopeptide transporter activity |
| YIL119C | *RPI1* | thiamin biosynthesis | small GTPase regulator activity |

# Supplementary material for: Regulation of xylose metabolism in recombinant Saccharomyces cerevisiae
**Source:** Microb Cell Fact. 2008 Jun 4;7:18. doi: 10.1186/1475-2859-7-18
**Supplement:** Additional file 11 — Cluster 6. List of open reading frames of in cluster 6 shown in Fig. 2 of the paper.

### Additional file 11.

| **ORF** | Gene | **Process** | **Function** |
| --- | --- | --- | --- |
| YMR081C | *ISF1* | aerobic respiration | molecular function unknown |
| YKL093W | *MBR1* | aerobic respiration | molecular function unknown |
| YBR298C | *MAL31* | alpha-glucoside transport | alpha-glucoside:hydrogen symporter activity |
| YGR289C | *MAL11* | alpha-glucoside transport | alpha-glucoside:hydrogen symporter activity |
| YHR033W |  | biological process unknown | molecular function unknown |
| YMR323W | *ERR3* | biological process unknown | phosphopyruvate hydratase activity |
| YMR118C |  | biological process unknown | molecular function unknown |
| YPL054W | *LEE1* | biological process unknown | molecular function unknown |
| YNL195C |  | biological process unknown | molecular function unknown |
| YKL107W |  | biological process unknown | molecular function unknown |
| YGR236C | *SPG1* | biological process unknown | molecular function unknown |
| YMR206W |  | biological process unknown | molecular function unknown |
| YIL136W | *OM45* | biological process unknown | molecular function unknown |
| YKL163W | *PIR3* | cell wall organization and biogenesis | structural constituent of cell wall |
| YPR030W | *CSR2* | cell wall organization and biogenesis | molecular function unknown |
| YDL223C | *HBT1* | cellular morphogenesis during conjugation  with cellular fusion | molecular function unknown |
| YFL030W | *AGX1* | glycine biosynthesis | alanine-glyoxylate transaminase activity |
| YBR299W | *MAL32* | maltose catabolism | alpha-glucosidase activity |
| YJL116C | *NCA3* | mitochondrion organization and biogenesis | molecular function unknown |
| YBR117C | *TKL2* | pentose-phosphate shunt | transketolase activity |
| YPL223C | *GRE1* | response to stress | molecular function unknown |
| YNR002C | *ATO2* | transport | transporter activity |

# Supplementary material for: Regulation of xylose metabolism in recombinant Saccharomyces cerevisiae
**Source:** Microb Cell Fact. 2008 Jun 4;7:18. doi: 10.1186/1475-2859-7-18
**Supplement:** Additional file 12 — Cluster 7. List of open reading frames in cluster 7 shown in Fig. 2 of the paper.

### Additional file 12.

| **ORF** | Gene | **Process** | **Function** |
| --- | --- | --- | --- |
| YLR194C |  | biological process unknown | molecular function unknown |
| YLR042C |  | biological process unknown | molecular function unknown |
| YBR137W |  | biological process unknown | molecular function unknown |
| YMR315W |  | biological process unknown | molecular function unknown |
| YDR222W |  | biological process unknown | molecular function unknown |
| YCR045C |  | biological process unknown | serine-type peptidase activity |
| YLR073C |  | biological process unknown | molecular function unknown |
| YGR039W |  | biological process unknown | molecular function unknown |
| YMR108W | *ILV2* | branched chain family amino acid  biosynthesis | acetolactate synthase activity |
| YHR208W | *BAT1* | branched chain family amino acid  biosynthesis | branched-chain-amino-acid transaminase activity |
| YGR049W | *SCM4* | cell cycle | molecular function unknown |
| YJL108C | *PRM10* | conjugation with cellular fusion | molecular function unknown |
| YIL117C | *PRM5* | conjugation with cellular fusion | molecular function unknown |
| YER073W | *ALD5* | electron transport | aldehyde dehydrogenase activity |
| YGR166W | *KRE11* | ER to Golgi transport | molecular function unknown |
| YOL136C | *PFK27* | fructose 2,6-bisphosphate metabolism | 6-phosphofructo-2-kinase activity |
| YHR092C | *HXT4* | hexose transport | glucose transporter activity |
| YHR046C | *INM1* | inositol phosphate dephosphorylation | inositol-1(or 4)-monophosphatase activity |
| YOR226C | *ISU2* | iron ion homeostasis | molecular function unknown |
| YPL192C | *PRM3* | karyogamy | molecular function unknown |
| YGL009C | *LEU1* | leucine biosynthesis | 3-isopropylmalate dehydratase activity |
| YCL018W | *LEU2* | leucine biosynthesis | 3-isopropylmalate dehydrogenase activity |
| YOR108W | *LEU9* | leucine biosynthesis | 2-isopropylmalate synthase activity |
| YMR316W | *DIA1* | pseudohyphal growth | molecular function unknown |
| YLR044C | *PDC1* | pyruvate metabolism | pyruvate decarboxylase activity |
| YGL089C | *MF(ALPHA)2* | response to pheromone during conjugation  with cellular fusion | mating pheromone activity |
| YDR211W | *GCD6* | translational initiation | translation initiation factor activity |
| YLR401C | *DUS3* | tRNA modification | tRNA dihydrouridine synthase activity |

# Supplementary material for: Regulation of xylose metabolism in recombinant Saccharomyces cerevisiae
**Source:** Microb Cell Fact. 2008 Jun 4;7:18. doi: 10.1186/1475-2859-7-18
**Supplement:** Additional file 13 — Cluster 8. List of open reading frames in cluster 8 shown in Fig. 2 of the paper.

### Additional file 13.

| **ORF** | **Gene** | **Process** | **Function** |
| --- | --- | --- | --- |
| YNL047C | *SLM2* | actin cytoskeleton organization and  biogenesis | phosphoinositide binding |
| YOL111C |  | biological process unknown | molecular function unknown |
| YNL295W |  | biological process unknown | molecular function unknown |
| YMR160W |  | biological process unknown | molecular function unknown |
| YKR105C |  | biological process unknown | molecular function unknown |
| YGR021W |  | biological process unknown | molecular function unknown |
| YFL034W |  | biological process unknown | molecular function unknown |
| YDR185C |  | biological process unknown | molecular function unknown |
| YMR195W | *ICY1* | biological process unknown | molecular function unknown |
| YKR051W |  | biological process unknown | molecular function unknown |
| YJL217W |  | biological process unknown | molecular function unknown |
| YGL010W |  | biological process unknown | molecular function unknown |
| YDL133W |  | biological process unknown | molecular function unknown |
| YGR079W |  | biological process unknown | molecular function unknown |
| YCL041C |  | biological process unknown | molecular function unknown |
| YJR160C | *MPH3* | carbohydrate transport | carbohydrate transporter activity |
| YLR425W | *TUS1* | cell wall organization and biogenesis | Rho guanyl-nucleotide exchange factor activity |
| YLR357W | *RSC2* | chromatin remodeling | molecular function unknown |
| YPL022W | *RAD1* | DNA recombination | single-stranded DNA specific  endodeoxyribonuclease activity |
| YMR137C | *PSO2* | DNA repair | damaged DNA binding |
| YBR170C | *NPL4* | ER-associated protein catabolism | molecular function unknown |
| YOR188W | *MSB1* | establishment of cell polarity (sensu Fungi) | molecular function unknown |
| YPL174C | *NIP100* | establishment of mitotic spindle orientation | protein binding |
| YPL113C |  | metabolism | oxidoreductase activity |
| YBL063W | *KIP1* | microtubule nucleation | structural constituent of cytoskeleton |
| YFL036W | *RPO41* | mitochondrial genome maintenance | DNA-directed RNA polymerase activity |
| YLR304C | *ACO1* | mitochondrial genome maintenance | aconitate hydratase activity |
| YIL051C | *MMF1* | mitochondrial genome maintenance | molecular function unknown |
| YOR211C | *MGM1* | mitochondrion organization and biogenesis | GTPase activity |
| YGL216W | *KIP3* | mitotic spindle organization and biogenesis  in nucleus | microtubule motor activity |
| YJR050W | *ISY1* | nuclear mRNA splicing, via spliceosome | RNA splicing factor activity, transesterification  mechanism |
| YMR204C | *INP1* | peroxisome inheritance | molecular function unknown |
| YDR174W | *HMO1* | plasmid maintenance | single-stranded DNA binding |
| YBR057C | *MUM2* | premeiotic DNA synthesis | molecular function unknown |
| YDR462W | *MRPL28* | protein biosynthesis | structural constituent of ribosome |
| YBR037C | *SCO1* | protein complex assembly | thioredoxin peroxidase activity |
| YDL113C | *ATG20* | protein targeting to vacuole | lipid binding |
| YER078C |  | proteolysis | metalloendopeptidase activity |
| YKR052C | *MRS4* | RNA splicing | iron ion transporter activity |
| YAL056W | *GPB2* | signal transduction | signal transducer activity |
| YMR240C | *CUS1* | spliceosome assembly | protein binding |
| YBR045C | *GIP1* | spore wall assembly (sensu Fungi) | protein phosphatase 1 binding |
| YDL005C | *MED2* | transcription from RNA polymerase II promoter | RNA polymerase II transcription mediator activity |
| YKR089C | *TGL4* | triacylglycerol mobilization | triacylglycerol lipase activity |
| YOR136W | *IDH2* | tricarboxylic acid cycle | isocitrate dehydrogenase (NAD+) activity |
| YGR003W | *CUL3* | ubiquitin-dependent protein catabolism | protein binding |
| YML088W | *UFO1* | ubiquitin-dependent protein catabolism | protein binding |
| YJR104C | *SOD1* | zinc ion homeostasis | copper, zinc superoxide dismutase activity |

# Supplementary material for: Regulation of xylose metabolism in recombinant Saccharomyces cerevisiae
**Source:** Microb Cell Fact. 2008 Jun 4;7:18. doi: 10.1186/1475-2859-7-18

**Additional file 14.** Image of the 11% SDS-PAGE 2-DE-gel showing the locations of the seventy protein spots with different abundance in cells growing on glucose or xylose. (pI range 3-10 from left to right)

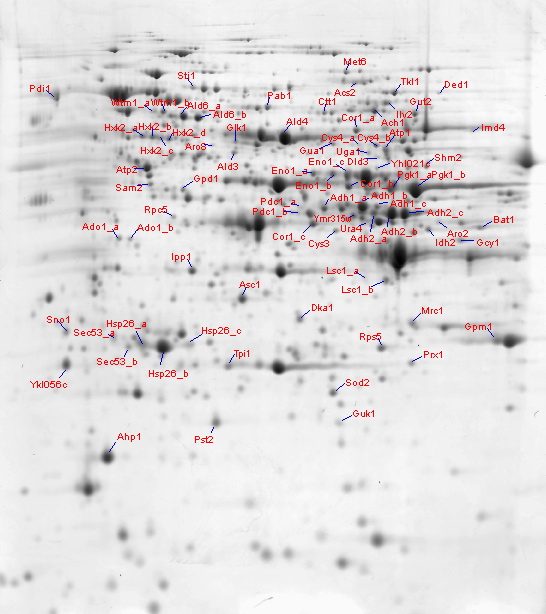

**Supplement:** Additional file 14 — Image of the 11% SDS-PAGE 2-DE-gel. The image of the 2-DE-gel showing the locations of the seventy protein spots, which had different abundance in cells growing on glucose or xylose.

# Supplementary material for: Regulation of xylose metabolism in recombinant Saccharomyces cerevisiae
**Source:** Microb Cell Fact. 2008 Jun 4;7:18. doi: 10.1186/1475-2859-7-18

**Additional file 15.** Seventy proteins which were differentially translated in the glucose repressed, glucose derepressed and xylose-grown cells, identified from 2-DE gels. Proteins are clustered by using hierarchical clustering with Euclidean distance and average linkage. The x-axis corresponds to the samples taken at 5 h and 24 h from glucose (Glc) cultures and at 72 h from xylose (Xyl) cultures.

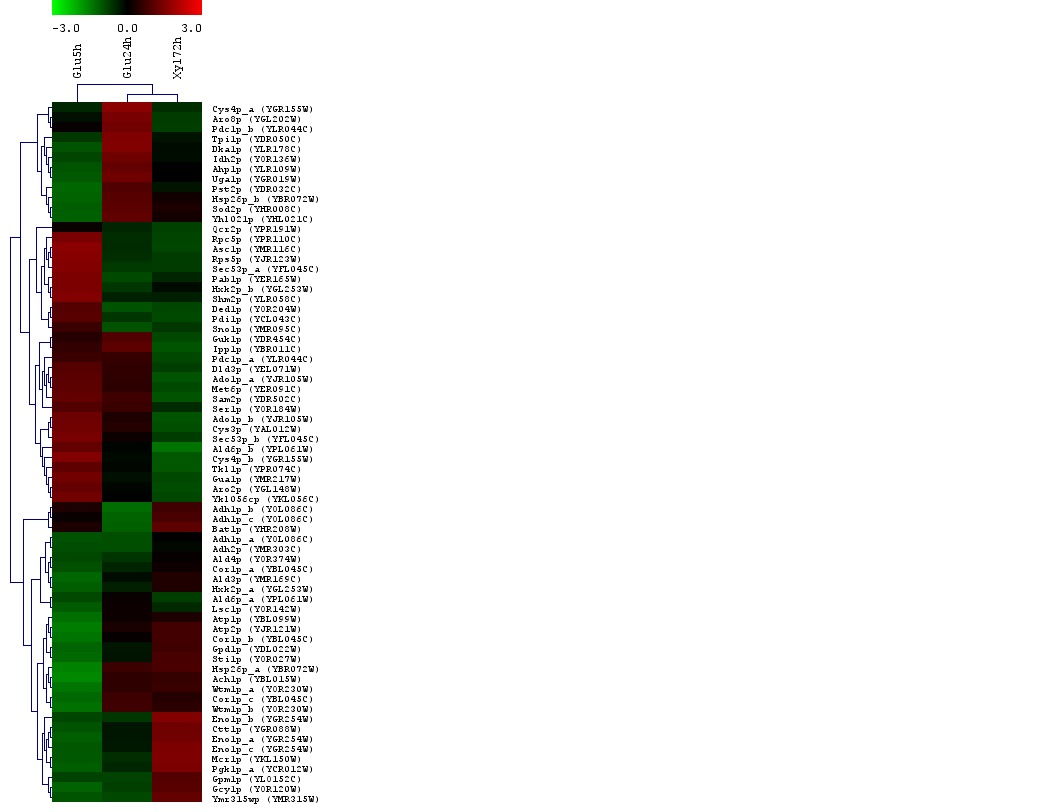

**Supplement:** Additional file 15 — Clustering of the proteome data. The figure shows seventy proteins, which were differentially translated in the glucose repressed, glucose derepressed and xylose-grown cells and clustered by using hierarchical clustering with Euclidean distance and average linkage.

# Supplementary material for: Regulation of xylose metabolism in recombinant Saccharomyces cerevisiae
**Source:** Microb Cell Fact. 2008 Jun 4;7:18. doi: 10.1186/1475-2859-7-18
**Supplement:** Additional file 16 — Expression profiles of genes involved in cyclic AMP – phosphokinase A pathway (cAMP-PKA) of S. cerevisiae. The figure provided shows the expression trend of genes involved in cyclic AMP – phosphokinase A pathway in cells grown on glucose for 5 or 24 h or on xylose for 72 h.

**Additional file 16.** Expression profiles of genes involved in cyclic AMP – phosphokinase A pathway (cAMP-PKA) of *S. cerevisiae*. 

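The supplementary figure draws the pathway from the receptor Gpr1p to the catalytic subunits of protein kinase A with the expression of each gene. Of 22 tested genes on the pathway list, 12 had a xylose mean above Glc5h and below Glc24h and 2 had the reverse order, while 13 had the first order under each of the 4 other scalings. Higher on xylose than in Glc5h were 5 and lower 2 (5 and 2 adjusted over the list alone, median log2 0.51, camera adjusted p = 0.0292, or 0.356 with an estimated correlation and 0.0605 without Glc5h culture 0, with 0.0111 to 0.121 over the alternatives). Against Glc24h, 1 was lower on xylose (0 alone, 2 at an unadjusted p under 0.05, median -0.24, camera adjusted p = 0.114), and from Glc5h to Glc24h 9 were higher and 3 lower (11 and 4 alone, median 0.73, camera adjusted p = 0.0113, or 0.329 with an estimated correlation and 0.0605 with reference gene scaling, with 0.00468 to 0.0605 over the alternatives). YAK1 (YJL141C), a kinase that opposes protein kinase A, was among those higher in Glc24h than in Glc5h (log2 1.49, adjusted p = 0.0248).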

Transcription factors are presented with boldfacing and connected to respective target genes with gray lines. Expression of genes presented in white boxes with black text was highest in derepressed cells (Derep.) and lowest in glucose repressed cells (Rep.). Expression of genes presented in black boxes with white text was highest in glucose repressed cells and lowest in derepressed cells. Expression of genes presented in dark gray boxes with black text was highest in xylose-grown cells and lowest in derepressed cells. Expression of genes presented in light gray boxes with black text was highest in xylose-grown cells and lowest in glucose repressed cells. Expression of genes presented in gray boxes with white text was lowest in xylose-grown cells.

# Supplementary material for: Regulation of xylose metabolism in recombinant Saccharomyces cerevisiae
**Source:** Microb Cell Fact. 2008 Jun 4;7:18. doi: 10.1186/1475-2859-7-18
**Supplement:** Additional file 17 — Images of 2-DE gels with phosphorylated proteins. Images of 2-DE gels showing the locations of Hxk2p, Glk1p, Eno2p and Eno1p in samples from cells grown for 72 h on xylose and for 5 h on glucose and stained either with phosphoprotein specific Pro-Q Diamond or Sypro Ruby.

**Additional file 17.** Images of 2-DE gels showing the locations of hexokinase 2 (Hxk2), glucokinase (Glk1), enolase 2 (Eno2), and enolase 1 (Eno1) in samples from cells grown for 72 h on xylose and for 5 h on glucose and stained either with phosphoprotein specific Pro-Q Diamond (upper) or Sypro Ruby (lower).

How the deposited data were processed for this re-analysis (not part of the article)

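Transcript levels were measured in the xylose-utilising Saccharomyces cerevisiae strain of the paper in 3 states: glucose repressed cells after 5 h on glucose (Glc5h), glucose derepressed cells of the same cultures after 24 h (Glc24h) and cells after 72 h on xylose (Xyl72h). Each state was sampled from 3 fermentations. The sample of the fermentation numbered 2 was hybridised 3 times in each state, so that 15 Affymetrix Yeast Genome S98 arrays stand for 9 samples. The methods of the paper describe expression values on a log2 scale from Robust Multichip Average, made by the authors with background correction and quantile normalisation. The table analysed here holds another unit: the authors deposited linear signal intensities of 9335 probe sets for each array, from 0.000039 to 5008, which are not logged and not quantile normalised. Each array had been scaled so that the mean of its signals without the top and bottom 2% is 50, as Affymetrix MicroArray Suite does. All columns of the table belong to the 15 arrays. The measurement of the proteome was not analysed here, apart from the spot directions printed in Table 2.

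The fit had been planned for either scale, and the form for linear signals was used. After removal of 60 control probe sets, every array was scaled to the median of the arrays' 75th percentiles (51.08), signals under 16 were set to 16 and log2 was taken. The 3 hybridisations of a sample were averaged on the log2 scale. Of 9275 probe sets, 3398 lay at the floor on every array and were left out, which leaves 5877. Gene names came from the platform's probe annotation, updated by gene identifier in a table of RefSeq genes. Of the probe sets, 6504 have 1 gene name, 328 have several and name none here, and 2443 are not listed in the annotation. Named probe sets cover 5656 genes, and 4660 genes had a tested probe set. A gene is represented by 1 probe set, a plain probe set before one marked as shared or incomplete, and then the one with the highest mean. No genome was used, so positions are not given.

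The 3 states were compared in 1 linear model with limma (version 3.58.1, in R 4.3.3 with statmod 1.5.0), using lmFit and eBayes, two-sided tests and Benjamini-Hochberg adjustment over the 5877 probe sets at an adjusted p under 0.05. The F-test over the 3 states was also read at an unadjusted p under 0.01, the threshold of the paper's analysis of variance. With 3 cultures against 3 an exact permutation test cannot go below p = 0.1, and over the 280 ways to part 9 samples into 3 groups it cannot go below 0.00357. Signals are means ± SD over 3 cultures on the linear scale, and log2 differences are differences of mean log2 signals. Where all cultures of a state lie at the floor, the fold is a lower bound against 16. The spread within that state is then 0 by construction, which can make the p-value too small. The median of a list that holds such genes need not be an exact difference. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

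The number of arrays limits the precision, as does the strength of the signal: 52.3% of all values and 41.7% of those of named genes lay under 16. By array, these shares were 52.5% to 52.7% in Glc5h, 50.6% to 52.2% in Glc24h and 51.0% to 53.5% in Xyl72h. The 75th percentile before scaling was 42.44 to 52.41 in Glc5h (median 50.85), 51.08 to 62.71 in Glc24h (median 55.76) and 45.88 to 53.3 in Xyl72h (median 50.37). The fit was tested on simulated data. For Xyl72h minus Glc5h, with 50 changed probe sets of each size among 5610, it recovered 0 at a log2 change of 0.5, 14 (28.0%) at 1, 38 (76.0%) at 2 and 46 (92.0%) at 3, and called 8 of 5410 that were not changed. The changed probe sets were few, were drawn from those with a mean well above the floor, and left the glucose states equal. The real comparison called 1508 of 5877 probe sets, and with more changes the adjusted threshold is less strict. These shares are therefore not the recovery in the real comparison. In simulated gene lists the shifted list was found and 0 of 30 other lists were called. The simulated genes varied independently, while the estimated correlation within the list of cytosolic ribosomal proteins was 0.67. The simulation therefore cannot show how often camera with the preset correlation wrongly calls lists of correlated genes.

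The lists of genes, the tests and the rule for naming genes were set before the data were examined. The 31 lists are glycolysis, gluconeogenesis, the TCA cycle, the glyoxylate cycle, the respiratory chain, ATP synthase, hexose transporters, glucose sensing, the Snf1 and Mig1 pathway, regulators of glucose-repressed genes, the cAMP-PKA pathway, maltose and sucrose use, the pentose phosphate pathway, ethanol and acetyl-CoA metabolism, trehalose and glycogen, cytosolic and mitochondrial ribosomal proteins, ribosome biogenesis, sulphur, branched-chain and other amino acids, the general stress response, stationary phase, peroxisomal fatty acid oxidation, glycerol metabolism, endogenous xylose and polyol enzymes, mating, MATa-specific genes, meiosis, the cell cycle and reference genes. Lists were compared with all other genes by limma's camera with a preset correlation of 0.01 and again with an estimated correlation. Named genes are those whose transcripts the paper names and those of Table 2, whose values had been seen, then for each comparison the 10 highest and the 10 lowest log2 differences among genes that passed with states that did not overlap and a mean above the median probe set, and up to 4 passing members of each list per comparison and direction. This rule names 261 genes.

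The fermentation numbers were used to pair the samples, and the block for the fermentation is this number. Glucose and xylose cultures of 1 number are separate cultures. Glc5h and Glc24h of 1 number come from the same culture, and deviations from the state means, correlated across probe sets, had r = 0.577, 0.529 and 0.566 between Glc24h and Xyl72h of the same number and 0.11, 0.284 and 0.202 between Glc5h and Xyl72h (0.02, 0.19 and 0.26 between Glc5h and Glc24h). The model as planned has no block for the fermentation. A fit with this block is given for some of the calls and counts that it changes, not for all. For example, 13 rather than 9 genes of other amino acids were lower in Xyl72h than in Glc5h with the block. Stationary phase genes higher in Xyl72h than in Glc5h were 9 rather than 7, and sulphur amino acid genes lower than in Glc24h 5 rather than 6. The other alternatives were a single hybridisation of the samples of fermentation 2, all 15 arrays with the culture as a random block or as separate samples, a mean-variance trend, cyclic loess, quantile normalization, scaling on 4 reference genes, removal of the dimmest 25% or 50% of the probe sets, only probe sets with 1 gene name, leaving out each culture, an adjusted p under 0.01, an absolute log2 difference of at least 1, a fit of only the states compared, an exact permutation of the F statistic and plain analyses of variance. Floors of 4 and 1, the signals without percentile scaling, and the block with only the 2 glucose states were added after the data had been seen.

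The extract of the paper's additional gene tables used here is incomplete, so no overlap with those tables was tested apart from that of cluster 6, which is complete. Genes represented only by shared probe sets, such as those of the HXT13 group or MAL32, carry no value of their own.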

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

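Each result here concerns a gene group that the paper does not discuss as such, although it names single members such as XKS1 and Gcy1p, and the tests of shared signal, of scaling and of the Glc24h cultures were chosen after the results had been seen. The camera results passed only with the preset correlation, and each adjusted p with an estimated correlation is given beside them.

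Some genes of peroxisomal fatty acid oxidation were higher on xylose than in Glc5h, and some were lower than in Glc24h. Of 17 tested, 9 were higher and 1 lower in Xyl72h than in Glc5h (10 and 1 adjusted over the list alone, median log2 1.04, camera adjusted p = 0.000659, or adjusted p = 0.327 with an estimated correlation), and 5 were lower in Xyl72h than in Glc24h (8 alone, median log2 -0.66, camera adjusted p = 5.71e-05, or adjusted p = 0.224 with an estimated correlation), among them the carnitine acetyltransferase gene CAT2 (YML042W), with 16.9 ± 1.54 in Glc5h, 271 ± 81.9 in Glc24h and 36.4 ± 9.82 in Xyl72h (SD, n = 3 cultures). Scaling as the whole cause is argued against, since relative to all genes the median against Glc24h lay between -0.804 and -0.539 over the 4 other scalings. A single Glc24h culture as the whole cause is argued against by the median as well, which was -0.434 without Glc24h culture 0, -0.619 without culture 1 and -0.868 without culture 2, while the number of genes passing dropped from 5 to 1 without Glc24h culture 0, 2 without Glc24h culture 2 and 3 without xylose culture 0 or 1. The carbon source, the sampling time and the exhaustion of glucose stay open as biological explanations, since the states differ in all of these, and none was tested.

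Of the 95 probe sets highest on xylose, 28 (29.5%) are of the kind that the platform marks as matching a gene family and have no gene in the annotation used here. Of 179 such probe sets tested, 44 were higher and 1 was lower in Xyl72h than in Glc24h, with medians over all 179 of log2 0.72 against Glc24h and 0.45 against Glc5h, and those highest on xylose differed from Glc24h by log2 0.47 to 1.00. Scaling as the whole cause of the higher signals against Glc24h is argued against by the median of all 179 relative to all genes, 0.72 as processed and at the lowest 0.519 over the 4 other scalings, but how many are highest on xylose depends on it, with 23 with quantile normalization, 16 with cyclic loess, 8 with scaling on reference genes and 10 without percentile scaling. The number also depended on single cultures, with 5 without Glc24h culture 2 or xylose culture 1, 6 without xylose culture 0, 7 without Glc5h culture 0, 11 without Glc24h culture 1 or xylose culture 2, 15 without Glc5h culture 2, and 19 and 21 without Glc5h culture 1 and Glc24h culture 0. Whether they read 1 shared signal or several transcripts cannot be told apart, since the median correlation of their deviations from the state means was 0.415, above the highest of 1000 random sets of similar brightness (0.257) but not above the 0.5 set for a single signal, and a response to xylose was not tested.

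The stationary phase list had 7 of 10 genes higher in Xyl72h than in Glc5h (9 alone, median log2 2.43, camera adjusted p = 9.19e-07, or adjusted p = 0.257 with an estimated correlation). Of 10 glycerol metabolism genes, 4 were higher in Xyl72h than in Glc5h (4 alone, median log2 0.67, camera adjusted p = 0.00439, or adjusted p = 0.327 with an estimated correlation). Of 7 endogenous xylose and polyol genes tested, 4 were higher and 1 lower in Xyl72h than in Glc5h (4 and 1 alone, median log2 1.13, camera adjusted p = 0.0214, or adjusted p = 0.327 with an estimated correlation, and 0.0546 with scaling on reference genes and 0.0695 without the dimmest 50%, with 0.0117 to 0.0695 over the alternatives). Among the 4 is XKS1, of which the strain carries an added copy with a modified ADH1 promoter. Its signal need not come from the native gene, and the results of this list include it. Mating and pheromone response had 5 of 14 genes higher in Xyl72h than in Glc5h, or 3 with the fermentations as blocks (5 alone, median log2 0.49, camera adjusted p = 0.0124, or adjusted p = 0.442 with an estimated correlation, and 0.0517 without xylose culture 1, with 0.00392 to 0.0695 over the alternatives). Against Glc24h, 3 of these 14 genes were higher on xylose (4 alone, median log2 0.62, camera adjusted p = 0.000122, or adjusted p = 0.318 with an estimated correlation). The cell cycle list had 3 of 14 genes lower in Xyl72h than in Glc5h, or 5 with the fermentations as blocks (3 alone, median log2 -0.57, camera adjusted p = 0.0293, or adjusted p = 0.327 with an estimated correlation, and 0.0515 and 0.053 without Glc5h culture 1 and 2, with 0.003 to 0.218 over the alternatives).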

How the results depend on the processing

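The floors of 4 and 1, the signals without percentile scaling and the block with only the 2 glucose states were tested after the data had been seen. Of all values 52.3% lie under the floor. In the simulation 14 of 50 changes of log2 1 were recovered, but few probe sets were changed there, so this is not the recovery in the real comparisons. Whether background or the spread between cultures limits the calls was not tested. Of 441 calls of named genes, none reversed under any alternative, and 441 were kept with the 15 arrays as separate samples, 437 with only probe sets with 1 gene name, 433 without the dimmest 25%, 430 with the block, 425 with quantile normalization, 418 with a mean-variance trend, 415 with cyclic loess, 414 without percentile scaling, 412 with the culture as a random block, 411 with a single hybridisation, 409 and 368 with floors of 4 and 1, 386 at an absolute log2 difference of at least 1, 373 with only the 2 states compared, 372 with scaling on reference genes, 252 at an adjusted p under 0.01, and 345 (without xylose culture 0) to 407 (without Glc5h culture 2) with 1 culture left out. Without the dimmest 50%, 373 of 378 were kept, and 153 of 198 with the block and only the 2 glucose states. Of the 55 list results that passed, 42 (adjusted p under 0.01) to 55 (the block, and only probe sets with 1 gene name) were kept.

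With the 15 arrays as separate samples, which treats hybridisations of 1 culture as replicates, 2610 genes differed between Xyl72h and Glc5h, 1326 between Xyl72h and Glc24h and 3130 between Glc24h and Glc5h, 3440 between the 3 states (2979 at an unadjusted p under 0.01), and 356 were intermediate, 279 highest and 122 lowest on xylose. At an adjusted p under 0.01, stricter by construction, these numbers were 674, 84, 1073 and 946, with 10 intermediate, 25 highest and 4 lowest, and at an absolute log2 difference of at least 1, also stricter, 199 differed between Xyl72h and Glc24h, with 39 intermediate, 43 highest and 12 lowest. With a floor of 1, 116 differed between Xyl72h and Glc24h, with 24 intermediate, 30 highest and 11 lowest, and with a floor of 4, 44 were intermediate. Intermediate genes were 43 with a mean-variance trend. Highest on xylose were 56 without percentile scaling, 52 among probe sets with 1 gene name and 40 without the dimmest 50%, where 181 differed between Xyl72h and Glc24h, the last 2 settings with fewer probe sets tested. Lowest were 33 with quantile normalization and 13 with scaling on reference genes. Genes of respiration, the TCA and glyoxylate cycles and gluconeogenesis in intermediate order were 57 with quantile normalization and 57 with cyclic loess. At an unadjusted p under 0.01, an exact permutation of the F statistic gave 754, limited by the 280 splits, and a plain analysis of variance over the 15 arrays 2819. Where no construction is named, the cause was not tested, apart from the order of the respiratory genes.

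Reversed were the respiratory chain for Xyl72h minus Glc24h, from a median of 0.10 to -0.25 with cyclic loess (camera adjusted p = 0.00813) and -0.22 with quantile normalization (0.0423), and for Xyl72h minus Glc5h SNF3 (1.34 and 1.54 with floors of 4 and 1), ADY2 (1.45 and 1.46) and STL1 (1.80 with a floor of 1), which at the floor of 16 have no sign. For the respiratory chain an offset between arrays that grows with brightness was tested, and the cause stays open.

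With 1 culture left out, genes that differed numbered 953 (without xylose culture 0) to 1778 (without Glc5h culture 2) for Xyl72h and Glc5h, 112 (without xylose culture 1) to 363 (without Glc5h culture 0) for Xyl72h and Glc24h, 1576 to 2165 for Glc24h and Glc5h and 1556 to 2157 between the 3 states (1409 to 1823 at an unadjusted p under 0.01). Without xylose culture 2, 1002 differed between Xyl72h and Glc5h. For Xyl72h and Glc24h the number was 206, 208 and 175 without Glc24h culture 0, 1 and 2 and 136, 112 and 144 without xylose culture 0, 1 and 2. Intermediate were 21 (without xylose culture 2) to 91 (without Glc5h culture 2), with 32, 41 and 33 without Glc24h culture 0, 1 and 2, 23 and 28 without xylose culture 0 and 1 and 38 without Glc5h culture 1. Highest were 34 (without xylose culture 1) to 82 (without Glc5h culture 1), with 39 and 51 without xylose culture 0 and 2, 57 and 51 without Glc24h culture 1 and 2 and 60 without Glc5h culture 0. Lowest were 6 (without xylose culture 1) to 22 (without Glc5h culture 2), with 10 and 7 without xylose culture 0 and 2 and 12 without Glc24h culture 0 or 1. Respiratory and related genes in intermediate order numbered 28 to 46 and lists passing 49 to 55. Without Glc24h culture 1, whose array had a high actin ratio, the comparisons with Glc5h gave 1529 for Xyl72h and 1848 for Glc24h.

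With the fermentation as a block, 832 genes were higher and 968 lower in Xyl72h than in Glc5h, 327 and 160 in Xyl72h than in Glc24h, and 958 and 1351 in Glc24h than in Glc5h, with 46 intermediate rising, 53 falling, 136 highest and 29 lowest on xylose. Of branched-chain amino acid genes 2 rather than 1 were then higher in Xyl72h than in Glc5h, and of the reference genes 1 rather than 0 was lower in Glc24h than in Glc5h.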

Differences from the paper's values

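All alternatives named here were set before the data were examined, except the floors of 4 and 1, the signals without percentile scaling and the block with only the 2 glucose states, which were chosen after the values had been seen. The paper's Table 2 gives log2 array ratios for 55 genes with a probe set here. Across these genes, which are not independent replicates, the paper's ratios and those here correlated at r = 0.991 for Xyl72h minus Glc5h, 0.988 for Xyl72h minus Glc24h and 0.992 for Glc24h minus Glc5h, with the same sign in 52 of 55, 44 of 53 and 50 of 55. The values differed, by sign or by more than the SD between cultures, for 4, 12 and 10 of the 55 genes, and the median difference from the paper was -0.11, 0.24 and -0.30. With quantile normalization, which is a step of the paper's Robust Multichip Average, 4, 3 and 5 differed, with cyclic loess 4, 3 and 3, and with reference gene scaling 16, 11 and 4. A ratio came within the paper's value only under the alternatives named with it, and under the others it differed. A change of sign counted as a difference whatever its size, so several of these ratios lie inside the combined SD. Examples are DED1 in Glc24h minus Glc5h (0.2 against -0.03, SD 2.03) and SHM2 in Xyl72h minus Glc24h (-0.1 against 0.31, SD 1.37). Such ratios are no sign of disagreement beyond that spread.

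For xylose against glucose repressed cells (log2, Xyl72h minus Glc5h), these are the ratios that differed. The paper gives -3.1 for CYS3, against -3.61 here, which came within the paper's value under quantile normalization, reference gene scaling, without Glc5h culture 0 or 2 or without Xyl72h culture 2. The paper's 0.2 for IDH2 stands against -0.11, with no difference under quantile normalization, reference gene scaling, without Glc5h culture 0 or without Xyl72h culture 1. The paper gives 0.1 for PGK1, against -0.24 here, which came within the paper's value under quantile normalization, reference gene scaling, without Glc5h culture 0 or without Xyl72h culture 1. The paper gives 0.6 for AIM17, against -0.05 here, and the value differed under all 22 alternatives.

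For xylose against glucose derepressed cells (log2, Xyl72h minus Glc24h), the differing ratios are the following. The paper gives -0.2 for ALD4, against 0.23 here, which came within the paper's value under cyclic loess, quantile normalization, without Glc24h culture 2 or without Xyl72h culture 0. The paper's 1.8 for ASC1 stands against 2.04, with no difference under hybridisation 2.1 alone, cyclic loess, quantile normalization, reference gene scaling or without Glc24h culture 1. The paper gives -0.2 for ATP1, against 0.12 here, which came within the paper's value under cyclic loess, quantile normalization, without Glc24h culture 1 or without Xyl72h culture 0. The paper's 0.3 for GCY1 stands against 0.61, with no difference under cyclic loess or quantile normalization. The paper gives -0.2 for HSP26, against 0.12 here, which came within the paper's value under cyclic loess, quantile normalization, without Glc24h culture 1 or without Xyl72h culture 0. The paper's 2.9 for HXK2 stands against 3.67, with no difference under cyclic loess or without Glc24h culture 1. The paper gives -0.1 for PDI1, against 0.20 here, which came within the paper's value under cyclic loess or quantile normalization. The paper's -0.1 for PST2 stands against 0.14, with no difference under cyclic loess, quantile normalization, without Glc24h culture 1 or without Xyl72h culture 0. The paper gives -0.1 for SHM2, against 0.31 here, which came within the paper's value without Glc24h culture 2 or without Xyl72h culture 1. The paper's 1.1 for TKL1 stands against 1.36, with no difference under cyclic loess or quantile normalization. The paper gives -0.1 for WTM1, against 0.16 here, which came within the paper's value under cyclic loess, quantile normalization or without Glc24h culture 1. The paper's -0.8 for AIM17 stands against -0.93, with no difference under the 15 arrays as separate samples, cyclic loess, quantile normalization, without Glc24h culture 1 or without Xyl72h culture 0 or 1.

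For derepressed against repressed glucose cells (log2, Glc24h minus Glc5h), the ratios differed in these cases. The paper gives 1.0 for ALD3, against 0.84 here, and the value differed under all 22 alternatives. The paper gives -1.8 for ARO2, against -2.15 here, which came within the paper's value under cyclic loess, quantile normalization, reference gene scaling or without Glc5h culture 0. The paper's 0.2 for DED1 stands against -0.03, with no difference under a random block for the culture, the 15 arrays as separate samples, cyclic loess, reference gene scaling, without Glc5h culture 0 or 1 or without Glc24h culture 1. The paper gives 0.2 for GPD1, against -0.33 here, which came within the paper's value under cyclic loess, quantile normalization or reference gene scaling. The paper's -2.3 for GUA1 stands against -2.71, with no difference under hybridisation 2.1 alone, cyclic loess, quantile normalization, reference gene scaling, without Glc5h culture 0 or without Glc24h culture 0 or 2. The paper gives 0.7 for IDH2, against 0.09 here, which came within the paper's value under cyclic loess, quantile normalization, reference gene scaling, without Glc5h culture 0 or without Glc24h culture 1. The paper's 0.3 for MET6 stands against -0.04, with no difference under the 15 arrays as separate samples, cyclic loess, quantile normalization, reference gene scaling, without Glc5h culture 1 or without Glc24h culture 1 or 2. The paper gives -0.4 for PDI1, against -0.80 here, which came within the paper's value under cyclic loess, quantile normalization, reference gene scaling or without Glc5h culture 0. The paper's 0.1 for STI1 stands against -0.35, with no difference under cyclic loess, quantile normalization, reference gene scaling or without Glc24h culture 1. The paper gives 1.3 for AIM17, against 0.88 here, which came within the paper's value under reference gene scaling or without Glc5h culture 2.

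The paper's correlations between arrays of different cultures are higher than those here. The paper gives 0.95 as the lowest and 0.97 as the highest for Glc5h, against 0.903 and 0.949 here, 0.94 and 0.97 for Glc24h, against 0.882 and 0.94, and 0.97 and 0.98 for Xyl72h, against 0.951 and 0.958. The paper's lowest correlation between hybridisations of the Glc5h sample is 1.00, against 0.989 here. These values differed also under cyclic loess, quantile normalization, reference gene scaling, removal of the dimmest 25% or 50% of probe sets and with only probe sets of 1 gene name, the alternatives for which they were computed. The paper's 89% of oxidative phosphorylation genes with intermediate expression on xylose stands against 44.7% of 38 respiratory chain and ATP synthase genes here, a list that is not the paper's. It was 89.5% with cyclic loess or quantile normalization, 73.7% without percentile scaling and 65.8% without xylose culture 0 or without Glc24h culture 1, which are within 1.5 times of the paper's, and it differed under the others.

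For single genes the paper mostly gives profiles of clusters, formed from genes that passed its analysis of variance over the 3 states. They are set here against limma's tests between 2 states at an adjusted p under 0.05, on another unit. A comparison that did not pass is therefore no contradiction of the paper's direction. The paper finds no significant change of GLK1 over the 3 states, while in the tests between 2 states it was higher here in Xyl72h than in Glc5h (log2 1.86, adjusted p = 0.0201) and in Glc24h than in Glc5h (log2 1.66, adjusted p = 0.0232). The first did not pass without Glc5h culture 0 or xylose culture 0 or 2, the second without Glc5h culture 0, without Glc24h culture 0 or 2 or in a block with only the 2 glucose states, and neither at an adjusted p under 0.01. ENO1, named with it, passed in no comparison here either. The paper has HXK2 and PGI1 lower on xylose than in Glc5h. The differences here had the same direction, at -0.34 (adjusted p = 0.509) and -0.32 (adjusted p = 0.668), and they passed under no alternative. The paper places SNF3 on xylose above repressed and below derepressed cells, while its signal was at the floor here in both Xyl72h and Glc5h. SNF3 was higher on xylose than in Glc5h with floors of 4 and 1 (log2 1.34 and 1.54), and lower than in Glc24h without Glc24h culture 2 (log2 -0.59 or below, adjusted p = 0.0373, with 0.0373 to 0.477 over the alternatives). The paper places RGT1 in the same order, which the means here share without passing (log2 0.91 and -0.86). The step from Glc5h passed without Glc5h culture 2 (adjusted p = 0.0267, with 0.0267 to 0.344 over the alternatives) and that from Glc24h with the 15 arrays as separate samples (adjusted p = 0.0205, with 0.0205 to 0.548 over the alternatives).

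The paper has RGT2 highest on xylose, and so was its mean here, with neither comparison passing (log2 0.43 over Glc5h and 0.34 over Glc24h). RGT2 passed against Glc5h with the 15 arrays as separate samples, with a mean-variance trend, with a floor of 4 and without percentile scaling, and against Glc24h with the 15 arrays as separate samples (adjusted p = 0.0483, with 0.0483 to 0.757 over the alternatives). The paper names HXK1, SUC2 and HXT16 as highest on xylose. HXK1 here did not pass against Glc24h (log2 1.20, adjusted p = 0.374), and it did when only the 2 states compared were fitted (adjusted p = 0.0435, with 0.0435 to 0.61 over the alternatives). For SUC2 the probe set chosen by rule was at the floor, while its 2 other probe sets and the probe set shared by the HXT16 group were highest on xylose. Over the respiratory genes the paper states an intermediate level on xylose, which held for the means of 17 of 38 here, and for 4 of 5 gluconeogenesis, 5 of 5 glyoxylate cycle and 11 of 16 TCA cycle genes.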

Other observations

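The other splits of the samples and the gene lists had been set with the design, and the test of an offset that depends on brightness was chosen after the results had been seen.

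In each of Xyl72h and Glc24h, most tested genes of the stress response and of stationary phase were higher than in Glc5h. Of 18 tested stress genes, 12 were higher on xylose than in Glc5h (13 adjusted over the list alone, median log2 1.64, camera adjusted p = 1.95e-07, or adjusted p = 0.327 with an estimated correlation) and 13 were higher in Glc24h than in Glc5h (14 alone, median 1.52, camera adjusted p = 5.69e-06, or adjusted p = 0.329 with an estimated correlation), while 1 was higher on xylose than in Glc24h (1 alone, none with the fermentations as blocks, median 0.00, negative under the 4 other scalings, camera adjusted p = 0.864). That 1 was CTT1 (YGR088W), cytosolic catalase, with 23.4 ± 12.8 in Glc5h, 31.7 ± 10.2 in Glc24h and 131 ± 39.0 in Xyl72h (SD, n = 3 cultures). CTT1 differed from Glc5h by log2 2.56 (adjusted p = 0.00518) and from Glc24h by log2 2.05 (adjusted p = 0.0362, which held in 14 of 23 alternatives, with 0.000185 to 0.117, and was lost with the fermentations as blocks, at an adjusted p under 0.01, and without Glc24h culture 0, 1 or 2, xylose culture 0, 1 or 2 or Glc5h culture 1). In stationary phase, 7 of 10 genes were higher in Glc24h than in Glc5h (9 alone, median 2.41, camera adjusted p = 5.78e-06, or adjusted p = 0.216 with an estimated correlation), and limma called 0 against Glc24h on xylose (0 at an unadjusted p under 0.05, median 0.15, negative with cyclic loess, quantile normalization or no percentile scaling). SPG4 (YMR107W), a gene needed for survival in stationary phase, had 24.1 ± 14.1, 606 ± 111 and 701 ± 104 in the 3 states (log2 5.00 over Glc5h, adjusted p = 0.000223), and SIP18 (YMR175W), a gene of desiccation tolerance, was at the floor in Glc5h and at least 30.7-fold higher on xylose (adjusted p = 1.6e-05). NCA3 (YJL116C) had 21.3 ± 6.50, 310 ± 246 and 1250 ± 244 (log2 5.90, adjusted p = 0.000475), and URA1 (YKL216W), an enzyme of pyrimidine synthesis, fell from 674 ± 236 to 145 ± 54.9 and 63.1 ± 15.9 (log2 -3.39 on xylose, adjusted p = 0.000876).

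Among genes of glycerol and xylose metabolism, single members moved in different ways. GUT1 (YHL032C), glycerol kinase, was at the floor in Glc5h, at 179 ± 49.2 in Glc24h and at 77.5 ± 15.5 in Xyl72h (SD, n = 3 cultures), at least 4.78-fold higher on xylose than in Glc5h (adjusted p = 0.000738). STL1 (YDR536W), a glycerol transporter, was at the floor on xylose and in Glc5h and at 91.4 ± 24.1 in Glc24h (adjusted p = 0.00112 for xylose against Glc24h). XKS1 (YGR194C), the xylulokinase gene, of which the strain carries an added copy, had 111 ± 27.8, 117 ± 27.7 and 243 ± 22.5 (log2 1.16 over Glc5h, adjusted p = 0.00914). In the glycerol list, 2 genes were higher and 2 lower on xylose than in Glc24h (3 and 2 alone, median 0.58, camera adjusted p = 0.105, or 0.0453 with the fermentations as blocks and 0.0425 without Glc24h culture 0, with 0.0161 to 0.328 over the alternatives), and 4 were higher and 2 lower in Glc24h than in Glc5h (4 and 2 alone, median -0.12, positive under the 4 other scalings and with camera pointing up, adjusted p = 0.231). In the xylose and polyol list, 1 gene was higher on xylose than in Glc24h (1 alone, median 0.19, camera adjusted p = 0.487), and 3 were higher and 1 lower in Glc24h than in Glc5h (3 and 1 alone, median 0.32, camera adjusted p = 0.176). Peroxisomal genes were mostly higher in Glc24h than in Glc5h, with 11 of 17 higher and 1 lower (12 and 1 alone, median 1.53, camera adjusted p = 4.52e-06, or adjusted p = 0.246 with an estimated correlation).

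Several genes of the mating response were highest on xylose in their means. PRM10 (YJL108C), a pheromone-regulated gene, had 44.0 ± 10.8 in Glc5h, 18.8 ± 4.08 in Glc24h and 100.0 ± 32.2 in Xyl72h (SD, n = 3 cultures, log2 2.37 over Glc24h, adjusted p = 0.00708), and PRM1 (YNL279W), a gene of cell fusion, had 16.9 ± 1.59, 32.0 ± 23.7 and 96.4 ± 19.9 (log2 2.50 over Glc5h, adjusted p = 0.00697). Of the 14 mating genes, 2 were lower in Glc24h than in Glc5h (0 alone by limma, median -0.17, positive with cyclic loess or scaling on reference genes, camera adjusted p = 0.738). The cyclin gene CLN1 (YMR199W) fell from 29.4 ± 2.84 in Glc5h to 16.2 ± 0.297 in Glc24h and 18.0 ± 3.55 in Xyl72h (log2 -0.72 on xylose, adjusted p = 0.0127). In the cell cycle list 5 genes were lower in Glc24h than in Glc5h (5 alone, median -0.32, camera adjusted p = 0.099, or 0.0431 without Glc24h culture 0, with 0.00876 to 0.514 over the alternatives), and limma called 0 between xylose and Glc24h (1 at an unadjusted p under 0.05, median 0, camera adjusted p = 0.88). Only 1 of 6 MATa-specific and 2 of 12 meiosis genes had a tested probe set, and limma called 0 of them in any comparison (0 at an unadjusted p under 0.05), with medians for xylose against Glc5h, xylose against Glc24h and Glc24h against Glc5h of log2 -0.01 (positive with scaling on reference genes), -0.27 and 0.25 for the first and 0.22, -0.20 and 0.43 for the second, where camera pointed up for xylose against Glc24h (adjusted p = 0.546, 0.983 and 0.644).

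The order of the respiratory genes changed with the normalization, from 17 of 38 respiratory chain and ATP synthase genes with a mean on xylose between the glucose states to 34 with cyclic loess or quantile normalization. A candidate explanation is an offset between arrays that grows with brightness: among the probe sets outside the gene lists, taken in 4 groups by brightness, the brightest (1200 probe sets) had a median difference of Xyl72h from Glc24h of log2 0.34 (quartiles -0.0065 and 0.673), against -0.004, -0.0706 and 0.0153 in the dimmer groups, and 33 of the 38 genes lie in the brightest group. The offset was 0.195 without Glc24h culture 1 and 0.278 to 0.447 with any other single culture left out. The values that this explanation needs are there, but a lower level of many strongly expressed transcripts in Glc24h would give the same picture, so the cause stays open.

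Most counts over the 3 states exceed what other splits of the samples gave. Of 100 splits of the samples into 3 groups, the real one gave 2017 genes changed between the states, 1731 at an unadjusted p under 0.01, 55 lists passing camera, 73 genes intermediate, 95 highest and 20 lowest on xylose, and the highest of the other splits gave 1208, 1196, 47, 0, 27 and 12. Not all of these splits part the samples of 1 fermentation number, as the real one does. Among the 36 possible that do, the real one had the highest number of genes changed (the highest of the others gave 1000, or 1053 at an unadjusted p under 0.01) and of lists (49). Its share of 0.0278 is the smallest that 36 splits can give, and splits that mix states widen the spread within groups. The counts of genes therefore say only that the states differ somewhere. For the lists the splits decide little, since others passed up to 49 against 55. Intermediate genes were 73 in the real split and at most 15 in the others of 100 labelled splits of this kind. For the genes highest and lowest on xylose chance cannot be excluded in this way, since 6 of these 100 gave as many and the highest of the others gave 711 and 484. All that did so put the 3 cultures of 1 state in the place of xylose, 4 times Glc5h and 1 time Glc24h, while 88 splits with cultures of several states in that place gave 0, which points to differences between the states. Chance cannot be excluded for the 36 genes of respiration, the TCA and glyoxylate cycles and gluconeogenesis with an intermediate mean on xylose, where 10 of the 100 splits gave as many and the highest of the others gave 51, or 53 among 100 splits that part the samples of 1 fermentation number. For the 3 comparisons of 2 states the 10 splits are too few, with 1508, 331 and 1969 genes in the real splits of Xyl72h and Glc5h, Xyl72h and Glc24h, and Glc24h and Glc5h, and 0, 1 and 0 as the highest of the others. In these comparisons the real split parts all 3 pairs of samples that share a fermentation number, as do 4 splits in all, of which the others gave at most 0, while splits that part 1 pair gave at most 0, 1 and 0.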
